# In silico lineage tracing through single cell transcriptomics identifies a neural stem cell population in planarians

**DOI:** 10.1186/s13059-016-0937-9

**Published:** 2016-04-27

**Authors:** Alyssa M. Molinaro, Bret J. Pearson

**Keywords:** Single cell RNAseq, Waterfall, in silico lineage tracing, Neural stem cells, νNeoblasts, Planarians, *Schmidtea mediterranea*

## Abstract

**Background:**

The planarian *Schmidtea mediterranea* is a master regenerator with a large adult stem cell compartment. The lack of transgenic labeling techniques in this animal has hindered the study of lineage progression and has made understanding the mechanisms of tissue regeneration a challenge. However, recent advances in single-cell transcriptomics and analysis methods allow for the discovery of novel cell lineages as differentiation progresses from stem cell to terminally differentiated cell.

**Results:**

Here we apply pseudotime analysis and single-cell transcriptomics to identify adult stem cells belonging to specific cellular lineages and identify novel candidate genes for future in vivo lineage studies. We purify 168 single stem and progeny cells from the planarian head, which were subjected to single-cell RNA sequencing (scRNAseq). Pseudotime analysis with Waterfall and gene set enrichment analysis predicts a molecularly distinct neoblast sub-population with neural character (νNeoblasts) as well as a novel alternative lineage. Using the predicted νNeoblast markers, we demonstrate that a novel proliferative stem cell population exists adjacent to the brain.

**Conclusions:**

scRNAseq coupled with in silico lineage analysis offers a new approach for studying lineage progression in planarians. The lineages identified here are extracted from a highly heterogeneous dataset with minimal prior knowledge of planarian lineages, demonstrating that lineage purification by transgenic labeling is not a prerequisite for this approach. The identification of the νNeoblast lineage demonstrates the usefulness of the planarian system for computationally predicting cellular lineages in an adult context coupled with in vivo verification.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-0937-9) contains supplementary material, which is available to authorized users.

## Background

Understanding how adult stem cells (ASCs) are regulated in homeostatic conditions and how they respond to injury and disease is a crucial step in the advancement of regenerative medicine [1]. In particular, elucidating the transition of cell states during lineage progression is a necessary precursor to developing techniques for the directed differentiation of tissue-specific ASCs. In vivo lineage tracing by transgenic labeling has proven to be a key experimental technique for studying the progressive changes that occur as a stem cell differentiates to produce a mature cell type [2]. However, the limited number of ASCs present in vertebrate tissues makes the study of adult lineage progression difficult in these organisms [3].

The freshwater planarian *Schmidtea mediterranea* is a non-parasitic flatworm well known for its regenerative ability [4–6]. Planarians have a large population of ASCs, termed neoblasts, which comprise approximately 20 % of the cells in the animal and are collectively responsible for the homeostatic maintenance and regeneration of all tissue types [7, 8]. Although *S. mediterranea* is morphologically simple, molecular studies involving in situ hybridizations of a variety of neural markers have demonstrated complexity within the planarian central nervous system (CNS) [9–14]. The planarian CNS consists of a bi-lobed brain comprised of approximately 5000 neurons that exist in precise patterns and ratios of major neuronal subtypes [13–15]. Two ventral nerve cords extend posteriorly to the tail tip of the animal and the animal has an extensive peripheral nervous system [16]. Not only can a decapitated planarian regenerate its entire brain in 7–10 days, but it has recently been shown that an uninjured animal has high levels of neuronal cell death and replacement (homeostasis) [17, 18]. Together, this has led to the hypothesis that there may be a population of ASCs committed to producing cells required by the CNS (i.e., neural stem cells) [12, 19].

Although planarians have the advantage of complete, scarless neural regeneration and provide the ability to study ASC biology in vivo, they have not been amenable to genetic lineage tracing experiments used in other model systems. Thus, it has been a major challenge to understand the cellular lineage progression from a parental ASC to differentiated neurons. A candidate gene approach is typically used where gene function is removed by RNA interference (RNAi), regeneration or homeostasis defects assayed, and the resulting lineage changes pieced together in a temporally backwards manner [12, 18–21]. As an alternative, unbiased approach, here we demonstrate that lineages can be computationally determined through the use of single-cell sequencing of planarian stem cells and their division progeny. Recently, a newly described bioinformatics approach called Waterfall was applied to single-cell RNA sequencing (scRNAseq) data obtained from transgenically labeled neural stem cells to study their progression from quiescence to activation [22]. By temporally arranging single cells based on their gene expression profiles, Waterfall is able to order cells as a continuum of transient states that define the progression of a particular lineage. Due to the ease of stem cell and progeny purification in *S. mediterranea* [18, 23], we hypothesize that Waterfall can be applied to study lineage progression in planarians as an in silico lineage-tracing tool.

Here we present scRNAseq of purified planarian stem (X1) and progeny (X2) cells specifically isolated from the head region and demonstrate the usefulness of the Waterfall analysis pipeline to study neural lineage progression in this model system. Hierarchical clustering of the scRNAseq dataset revealed a high degree of heterogeneity within the planarian head and allowed for the identification of distinct groups of cells based on gene expression profiles. One group, which we have termed the “ν (nu) Neoblasts”, exhibited overrepresentation of gene sets associated with neural processes and reduced expression of some stem cell and cell cycle genes. By using known markers of planarian stem cells and markers previously shown to be highly expressed in the brain, we were able to identify and exclude the cell clusters that were not involved in neuronal differentiation and subsequently perform pseudotime analysis on the remaining cells to reveal a putative progression through transient states along a neural lineage. To validate the proposed lineage, Waterfall was used to visualize temporal changes in the expression of many other known stem cell and neural markers and showed that they decrease and increase, respectively, over pseudotime for this proposed lineage. Further, several genes previously undescribed in planarians with high expression in the νNeoblasts were identified and shown by fluorescent in situ hybridization (FISH) to be expressed in a novel *piwi-2*^+^*piwi-1*^*lo*^ cycling stem cell sub-class in the head. In this way, we demonstrate the usefulness of computational transcriptome analysis with Waterfall to develop testable hypotheses about cell-state transitions even in very heterogeneous datasets and demonstrate that solving lineages with scRNAseq is a strength of the planarian system.

## Results

### Single-cell RNAseq reveals a high degree of stem cell heterogeneity in the planarian head

scRNAseq was used to assess the level of neoblast heterogeneity in planarian heads (Fig. 1a). Neoblasts are thought to be the only cycling cells in planarians and are irradiation-sensitive [24, 25]; thus, these cells are ablated within 24 h following exposure to 60–100 Gray of γ-irradiation. Due to the rapid rate of cell turnover [8], immediate, differentiating progeny of stem cell divisions are also lost shortly thereafter [23]. These characteristics were used to set gates for fluorescence-activated cell sorting (FACS) as previously described (Additional file 1: Figure S1) [18, 23]. FACS was used to isolate 96 individual stem cells (hereafter “X1s”, >2C DNA content) and 72 individual early progeny cells (hereafter “X2s”, <2C DNA content) from the planarian head region based on Hoechst fluorescence, along with three tube controls of 200 cells each (two X1 and one X2). cDNA libraries were prepared for each sample using SmartSeq2 and libraries were tagmented using the Nextera XT kit to allow for multiplexed sequencing [26]. 

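Read counts per transcript were analysed for the 96 single X1 cells, the 72 single X2 cells, the 2 tubes of 200 X1 cells and the tube of 200 X2 cells. SmartSeq2 copies full-length cDNA from the polyadenylated RNA of 1 lysed cell, and its reads carry no molecular identifiers, so a count is a count of amplified reads. X1 cells are cycling neoblasts, the adult stem cells of planarians, and the X2 gate holds their early progeny. A single X1 cell had a median of 3.18 M reads assigned to a transcript (range 0.813 to 20.2 M) and a single X2 cell 2.7 M (range 0.550 to 4.80 M). The authors trimmed 15 bp from the 3′ end of each read, aligned the reads with Bowtie2 to SmedASXL, a transcriptome assembly of asexual *Schmidtea mediterranea*, and counted reads for 67983 transcripts. They then divided the counts of each cell by a DESeq size factor, which here rests on the 29 transcripts with reads in every cell and on the entry of reads assigned to no transcript, and Winsorized the 2 most extreme cells of each transcript. Below, normalized counts are the raw counts divided by the authors' size factors, without Winsorizing unless stated. A gene was called detected in a cell at 5 or more normalized counts, the lowest level of the color scale in the authors' code for Fig. 1f, and transcripts per cell were counted at 1 read or more. The mean size factor was 2.06 in X2 cells and 0.926 in X1 cells. Detection of a gene therefore took more reads in an average X2 cell than in an average X1 cell. Reads assigned to no transcript were left out of library sizes and of CPM (counts scaled by library size). The submitters' notes give 30 animals as the source of the cells, and no label ties a cell to an animal or a sort, so each FACS gate was treated as 1 sample. Values over cells are therefore given as mean with SD, median or range and without p-values, shares of cells with exact (Clopper-Pearson) binomial 95% confidence intervals, and reads of a tube with exact Poisson 95% intervals. These intervals cover counting error only.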

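Single cells had 4.87 M sequenced reads on average (SD 2.5 M, median 4.67 M, range 1.2 to 23.5 M, 168 cells). On average 68.4% of these reads were assigned to a transcript (SD 18.5, range 12.2% to 92.5%). The share differed between the gates, at 78.8% in X1 cells (SD 11.1) and 54.6% in X2 cells (SD 17.4), although the mean number of sequenced reads was 4.86 M in X1 cells and 4.88 M in X2 cells.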

Single-cell libraries were sequenced to an average depth of 4.5 million reads and reads were aligned to the SmedASXL transcriptome assembly using bowtie2 [27], yielding a 64 % average alignment rate. 

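The first X1 tube had 19.6 M sequenced reads, the second X1 tube 12.0 M and the X2 tube 15.0 M. Of these, 93.9%, 88.7% and 90.7% were assigned to a transcript. Reads were found on 42840 transcripts in the first X1 tube, on 35643 in the second and on 38428 in the X2 tube.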

Bulk samples were sequenced to a depth of 10–20 million reads. 

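X1 cells contained reads from more transcripts than X2 cells. The mean was 5130 transcripts per X1 cell (SD 1822, median 5040, range 978 to 11287, 96 cells) and 2054 per X2 cell (SD 818, median 1894, range 899 to 5656, 72 cells). The difference remained when every cell was thinned to 100000 assigned reads, with a mean of 2042 transcripts in X1 cells (SD 602) and 755 in X2 cells (SD 366). Within the X1 gate the mean before thinning rose with the cell numbers in the sample labels, from 3390 in cells 1 to 24 through 5174 in cells 25 to 48 and 5317 in cells 49 to 72 to 6639 in cells 73 to 96, while the median assigned reads of these 4 ranges were 3.48, 2.17, 3.90 and 3.47 M. After thinning, the means of the 4 ranges were 1836, 2108, 1898 and 2328.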

On average, 5150 transcripts were detected in each X1 cell and 2050 transcripts were detected in each X2. At least 1000 transcripts were detected in >98 % of cells. 

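Of the 168 single cells, 164 had reads on at least 1000 transcripts (97.6%, 95% CI 94.0% to 99.3%). The 4 cells below this number were 1 of the 96 X1 cells and 3 of the 72 X2 cells. With each cell thinned to 100000 reads the share was 63.7%.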

To ensure that this cell isolation strategy captured cells of all lineages known to be present in the planarian head, expression of known lineage-specific markers was considered. Markers for epithelium, gut, protonephridia, muscle, neurons, eyes, and pharynx were detected in the bulk control samples (Additional file 2: Figure S2a). In addition, examples of single cells expressing markers of specific lineages were identified (Additional file 2: Figure S2b).

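Neural transcripts were found in all 3 tubes with 1 exception. The transcript of pc2 (SmedASXL_009486), a prohormone convertase of neurons, was at 131 CPM in the first X1 tube (95% CI 126 to 136), 24.9 CPM in the second X1 tube (21.9 to 28.0) and 30.4 CPM in the X2 tube (27.6 to 33.5). For chat (SmedASXL_012349), the choline acetyltransferase of cholinergic neurons, the values were 78.2, 0.563 and 9.56 CPM, and for the synaptic vesicle gene synapsin (SmedASXL_014276) 23.3 CPM, 0 reads (at most 0.346 CPM) and 14.4 CPM. The 2 X1 tubes thus differed for these 3 genes by more than their counting intervals. The protonephridial gene pou2/3 (SmedASXL_008748) was at 1.6 and 2.8 CPM in the X1 tubes and at 21.3 CPM in the X2 tube (18.9 to 23.9). The epidermal lineage genes zfp-1 (SmedASXL_001731) and soxP-3 (SmedASXL_004704) were at 18.8 and 1.7 CPM in the first X1 tube, 13.8 and 0.281 CPM in the second, and 43.1 and 9.05 CPM in the X2 tube. The markers of gut, muscle and pharynx named in the paper (gata456a, myoD and foxa) could not be paired with a transcript and were not analysed here.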

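Among the single cells, pc2 was detected in 46 of 96 X1 cells (47.9%, 95% CI 37.6% to 58.4%) and in 7 of 72 X2 cells (9.72%, 4.00% to 19.0%). Detection of synapsin was restricted to 19 X1 cells (19.8%) and 1 X2 cell. In contrast, chat was found in 35 X1 cells (36.5%) and 37 X2 cells (51.4%). Its median was 5.76 normalized counts in X2 cells and lower than that in X1 cells. The mean of chat was instead higher in X1 cells, at 293 (SD 1570), than in X2 cells, at 57.6 (SD 165). Only 4 X1 cells (4.17%, 95% CI 1.1% to 10.3%) and 2 X2 cells (at most 9.68%) contained pou2/3.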

**Fig. 1:**
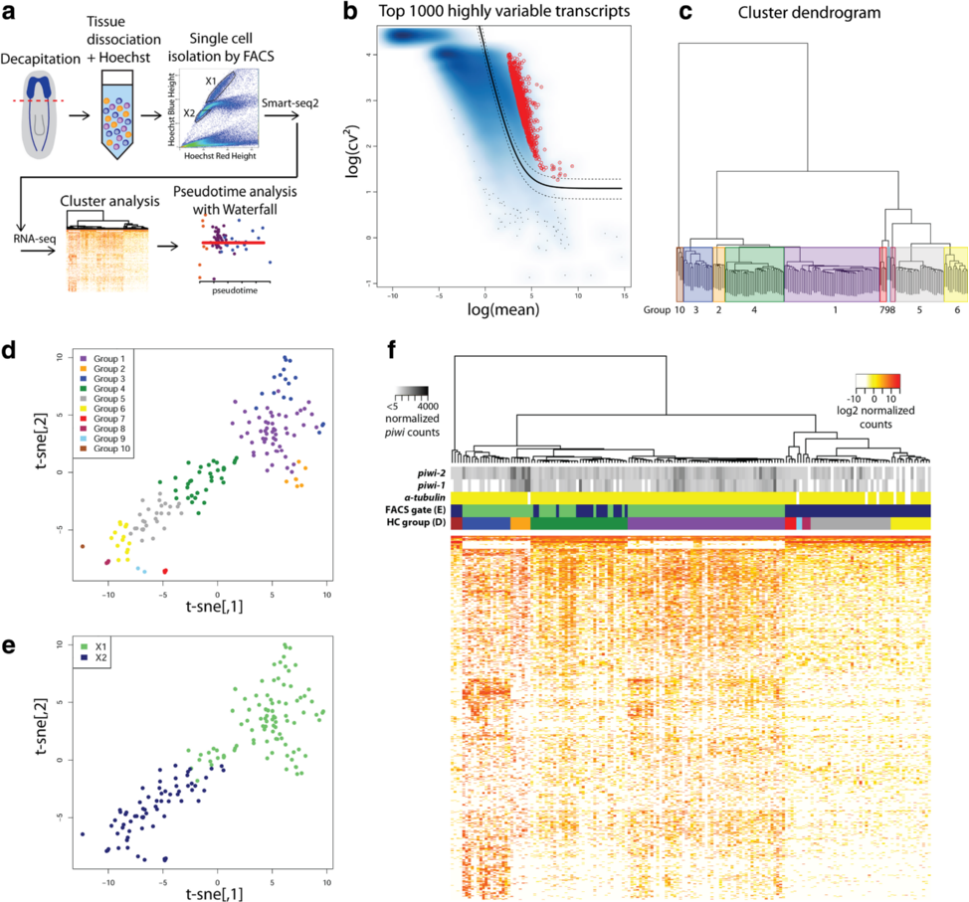
Hierarchical clustering of single-cell expression profiles identifies ten subgroups in the head. **a** Overview of the single-cell RNAseq pipeline. Planarian heads were amputated at the posterior extent of the brain lobes and dissociated. Cells were stained with Hoechst and single cells were isolated by FACS. cDNA libraries were prepared and sequenced and reads were aligned to the SmedASXL transcriptome assembly. Cluster and pseudotime analyses were subsequently performed. **b** Transcripts were plotted according to their mean expression level and coefficient of variation across all single-cell samples and ranked by significance of their deviation from the fit. The top 1000 highly variable transcripts are circled in *red*. The *solid line* is the regression line; *dashed lines* indicate the 95 % confidence interval. **c** Hierarchical clustering (HC) based on the top 1000 highly variable transcripts identified ten subgroups in the planarian head (*colored boxes*, *group number* indicated below). **d, e** t-Distributed Stochastic Neighbor Embedding (*t-sne*) plots of single cells colored by HC group membership (**d**) or FACS gate (**e**). **f** Heatmap of log2 normalized gene expression for the top 1000 highly variable transcripts in each single cell sample. *Color bars*: HC group, group membership colored as in (**d**); FACS gate, colored as in (**e**); *alpha-tubulin*, *yellow* indicates detection; *piwi-1* and *piwi-2* normalized expression counts are in *greyscale* according to the *color key* at the *upper left*

The dataset was reduced to include only the top 1000 highly variable transcripts for all subsequent analyses (Additional file 3: Supplemental data file 3). This was accomplished by selecting transcripts with the highest variation in expression levels across the single cell samples. Because dropout events can be a common source of technical variation in single cell cDNA synthesis [28, 29], we placed the additional constraint that these transcripts must also have a relatively high mean expression level (log_2_(mean) > 3 normalized counts) (Fig. 1b). 

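The 1000 transcripts, rebuilt from the raw counts with the authors' code, were the 1000 of Additional file 3 at the same ranks. The lowest mean among them was 12.0 normalized counts (log2 of 3.59). They hold 10 of the 11 genes later examined as ν-genes, with ston-2 (SmedASXL_013691) at rank 17 and elav3-16 (SmedASXL_012940) at rank 38, as well as 5 of 6 neural markers of Fig. 2d that could be paired with a transcript and 5 of 6 transcription factors of Fig. 6. None of the 7 stem cell markers of Fig. 2d and none of 3 ζ-class markers is among them, and of 5 σ-class markers only soxP-1 (SmedASXL_013552, rank 895) is. Levels of genes within the 1000 define the clusters and are no independent evidence for them.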

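With the authors' settings (Euclidean distance of Winsorized normalized counts on the linear scale, ward.D2 linkage, 10 groups), the groups numbered 1 to 10 held 55, 7, 17, 34, 28, 14, 4, 3, 2 and 4 cells. On log2 values, the cluster closest to Group 3 shared 8 of its cells (Jaccard index 0.444) and the cluster closest to Group 2 shared 4 (0.167). Group 3 had an index of 0.765 with CPM in place of size factors and 0.126 with edgeR TMM factors, and Group 2 indexes of 0.0667 and 0.0598.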

Hierarchical clustering of the single cell expression profiles revealed a high degree of heterogeneity among both X1s and X2s and groups were defined by cutting the dendrogram at an arbitrary height that allowed for separation of both X1 and X2 populations into distinct groups (ten total groups; Fig. 1c). To validate the initial cluster analysis t-Distributed Stochastic Neighbor Embedding (t-SNE) [30] was used to plot a two-dimensional representation of the scRNAseq dataset. t-SNE clustered the cell groups in agreement with hierarchical clustering (Fig. 1d). 

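In a t-SNE of the same 1000 transcripts, the nearest neighbor of a cell belonged to the group of that cell for 155 of 168 cells (92.3%, 95% CI 87.1% to 95.8%), where random pairs of cells would give 19.2%. Both methods use the same transcripts and values. In the distances between the 1000 values themselves, 154 cells (91.7%) had a neighbor of their own group.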

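The nearest neighbor in the t-SNE plot came from the same FACS gate for 163 of 168 cells (97.0%, 95% CI 93.2% to 99.0%; 50.7% for random pairs). The 5 exceptions lay in Group 4, where 29 of 34 cells (85.3%, 68.9% to 95.0%) had a neighbor from their own gate.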

As expected, t-SNE also showed clear separation of the X1 and X2 cells (Fig. 1e), further validating the clustering results.

The results of the hierarchical clustering analysis on the top 1000 most variable transcripts are summarized in Fig. 1f. Of the ten groups, Groups 1–3 consisted entirely of X1s, Groups 5–10 consisted entirely of X2s, and Group 4 contained both X1s and X2s. 

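Groups 1, 2 and 3 contained 55, 7 and 17 X1 cells and no X2 cell, Group 4 contained 17 X1 and 17 X2 cells, and Groups 5 to 10 contained 55 X2 cells in all. X1 cells of the groups also differed in their numbers in the sample labels. Group 2 cells were numbered 3 to 22, Group 3 cells 4 to 61, Group 1 cells 1 to 80 and X1 cells of Group 4 78 to 96. Transcripts per cell averaged 5045 in Group 1 (SD 1599), 3459 in Group 2 (range 978 to 5272) and 4400 in Group 3 (SD 1394). In Group 4 the mean was 6822 for X1 cells (SD 1858) and 2532 for X2 cells (SD 846), and it was 2002 in Group 5 (SD 440), 1572 in Group 6 (SD 507) and 3554 in the 4 cells of Group 7 (SD 1411).

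**Figure D1:**
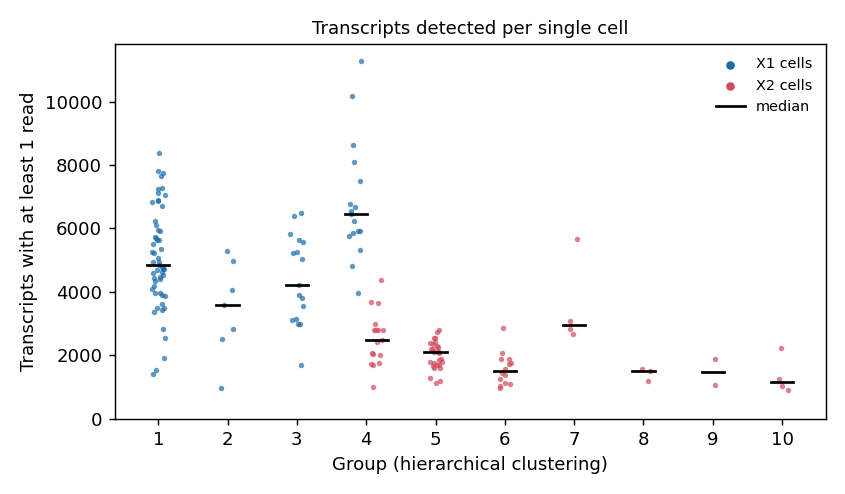
Number of transcripts with at least 1 read in each single cell (linear y-axis), by group of the hierarchical clustering (x-axis). Each point is a cell, X1 cells in blue and X2 cells in red, and bars mark the median of the X1 or X2 cells of a group; in Group 4 the X1 cells lie between 3967 and 11287 transcripts and the X2 cells between 986 and 4365.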

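The α-tubulin transcript (SmedASXL_017404) was detected in 92 of 96 X1 cells (95.8%, 95% CI 89.7% to 98.9%) with a mean of 389 normalized counts (SD 421), and in 49 of 72 X2 cells (68.1%, 56.0% to 78.6%) with a mean of 148 (SD 269). Among the larger X2 groups it was found in 19 of 28 cells of Group 5 and 8 of 14 cells of Group 6. At 1 read or more, α-tubulin was present in 95 X1 and 66 X2 cells, and its mean was 85.5 CPM in X1 cells and 109 CPM in X2 cells. The Argonaute family gene piwi-1 (SmedASXL_008653), a marker of neoblasts, was detected in 84 X1 cells (87.5%, 79.2% to 93.4%).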

Detection of the ubiquitous *Smed-α-tubulin* was used as a positive control for gene detection in all cells and the well-described stem cell markers *piwi-1* and *piwi-2* were used to validate X1 identity [31]. Interestingly, while *piwi-2* was detected in 100 % of X1s, *piwi-1* was only very lowly detected or absent in the expression profiles of Group 3 cells. 

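All 96 X1 cells contained piwi-2 (SmedASXL_018810) at 5 or more normalized counts (100%, 95% CI 96.2% to 100%), with a mean of 3583 (SD 4051). The 17 Group 3 cells had a mean piwi-2 level of 1958 (SD 2161). For piwi-1, the median was 2.7 normalized counts in Group 3 and 856 in Group 1, and the gene was detected in 7 of 17 Group 3 cells (41.2%, 18.4% to 67.1%) and in 53 of 55 Group 1 cells (96.4%, 87.5% to 99.6%). The Group 3 mean of 58.2 rests on 1 cell and is 5.05 without it. Cells with piwi-2 but with piwi-1 below 5 normalized counts made up 10 of 17 cells of Group 3 (58.8%, 32.9% to 81.6%), 2 of 55 of Group 1 and 0 of 7 of Group 2. The Group 3 share with piwi-1 was 11.8% at 5 or more CPM, 5.88% with TMM factors or at 50 normalized counts, and 17.6% for at least 1 read after thinning to 100000 reads. By cell number it was 0 of 6 cells in the range 1 to 24, 5 of 7 in 25 to 48 and 2 of 4 in 49 to 72.

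**Figure D2:**
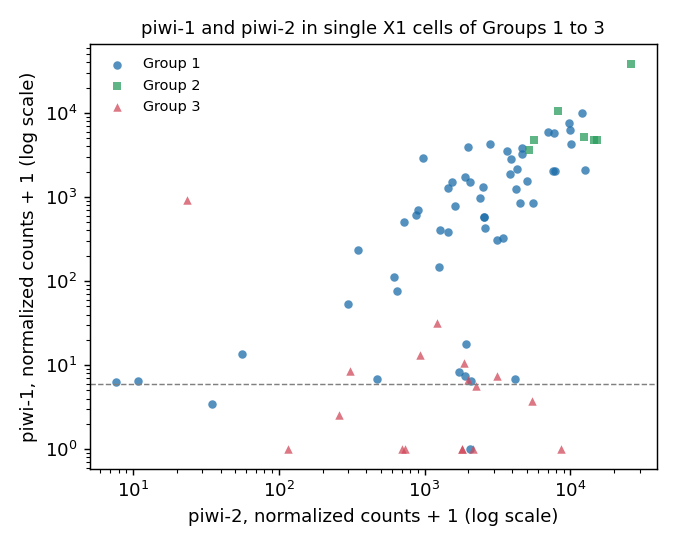
Normalized counts of piwi-1 (y-axis) against piwi-2 (x-axis), each plus 1 and on log axes, in the single X1 cells of Group 1 (circles), Group 2 (squares) and Group 3 (triangles). The dashed line marks 5 normalized counts of piwi-1, and 10 of the 17 Group 3 cells lie below it.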

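Over the 96 X1 cells, piwi-1 averaged 1987 normalized counts (SD 4343, median 868, range 0 to 38644), and 1685 (SD 2286) after the authors' Winsorizing. In CPM its mean was 408 over single X1 cells, and it was at 427 CPM (95% CI 418 to 436) and 548 CPM (534 to 562) in the tubes of 200 X1 cells. The mean of Group 1 was 1707 (SD 2175).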

Because the mean expression level of *piwi-1* among single X1 cells was 1685 ± 24 normalized counts (3866 ± 48 counts per transcript per million reads in previously published bulk X1 data [18, 32]), it was unlikely that the low detection in Group 3 was due to dropout events during library preparation. Importantly, neither *piwi-1* nor *piwi-2* were identified computationally to belong to the 1000 most variable transcripts used for clustering, indicating that the clustering of cells with low *piwi-1* expression is representative of a true biological stem cell state and not an artifact of the gene set used for clustering. 

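In the ranking of 67984 entries by variation, piwi-1 was at rank 2028 and piwi-2 at rank 4485. Group 3 also differed from Group 1 in transcripts outside the 1000. The largest rises among those read in at least 50% of the cells of either group were in SmedASXL_012870, with a mean of 712 normalized counts in Group 3 (reads in 11 of 17 cells) and 0.712 in Group 1 (3 of 55 cells), and in SmedASXL_010886, with 548 and 0.423. The largest falls were in SmedASXL_025702, from 335 in Group 1 (reads in 48 of 55 cells) to 0.617 in Group 3 (3 of 17 cells), and in SmedASXL_006703, from 294 to 0.850. These are extremes of 1587 transcripts, picked on the same cells that define the groups, and are no independent evidence for Group 3. Group 2 over Group 1 gave a largest rise of similar size (log2 ratio 8.63, against 8.70 for Group 3). From the high mean of piwi-1 among X1 cells the paper reasons that dropout was an unlikely source of its low detection in Group 3, and from the absence of piwi-1 and piwi-2 among the 1000 transcripts that the group is a stem cell state and did not arise from the genes used for clustering.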

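In X2 cells, piwi-1 was detected in 48 of 72 cells (66.7%, 95% CI 54.6% to 77.3%), with a mean of 660 normalized counts (SD 1571) and a median of 17.3. For piwi-2 the share was 61 of 72 cells (84.7%, 74.3% to 92.1%), the mean 1273 (SD 2029) and the median 450. Among X2 cells, piwi-1 was detected in 12 of 17 cells of Group 4, 19 of 28 of Group 5 and 7 of 14 of Group 6, and piwi-2 in 17 of 17, 24 of 28 and 8 of 14. Cells with piwi-2 but with piwi-1 below 5 normalized counts made up 15 of the 72 X2 cells (20.8%, 12.2% to 32.0%). At 1 read or more, piwi-1 was present in 70 of 72 X2 cells and 88 of 96 X1 cells. The X2 mean of piwi-1 lies below the X1 mean in normalized counts (log2 ratio -1.59) and above it in CPM (0.32), since the mean size factor was 2.06 in X2 cells and 0.926 in X1 cells. Outside the 1000 transcripts, the largest rises from X1 to X2 cells were in SmedASXL_079037 (33.2 to 2098 normalized counts, with reads in 22 of 96 and 72 of 72 cells) and SmedASXL_016346 (7.74 to 310). The largest falls were in SmedASXL_016567 (157 to 0.0226, with reads in 61 X1 and 2 X2 cells) and SmedASXL_003070 (246 to 1.05).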

As previously observed, *piwi-1* and *piwi-2* expression was variable among sorted X2 cells [31]. In total, these scRNAseq data from head X1 and X2 cells suggested high molecular heterogeneity, as well as a novel X1 type (Group 3) which had a novel *piwi-2*^*+*^*piwi-1*^*lo*^ expression state.

### Gene set enrichment analysis reveals an X1 population in the head enriched for neural gene sets

Gene set enrichment analysis (GSEA) was performed to determine whether any groups were enriched for gene sets associated with neuronal processes when compared with the multiple datasets on whole-body bulk X1 sequencing replicates [18, 32]. Because there is currently no annotated database for planarian genes, those with reciprocal BLAST hits to mouse homologs (e < 1e^-4^) were identified and the corresponding mouse gene IDs were used for GSEA as previously described [32]. Notably, the *piwi-2*^*+*^*piwi-1*^*lo*^ Group 3 displayed an overrepresentation (false discovery rate (FDR) < 0.01; *p* < 0.001) of neural-related gene sets (Fig. 2a), such as “neuron projection”, “synaptic transmission”, and “nerve development”; thus, Group 3 will now be referred to as the “nu-Neoblasts” (νNeoblasts). Group 1 was also enriched for neural-associated gene sets (Fig. 2b). Group 2 was enriched for very few gene sets compared with the bulk X1 data and these gene sets were predicted to be involved in a range of cellular processes, including several neural-associated processes [33] (Fig. 2c). Interestingly, neither Group 4 nor any of the X2-only groups were enriched for neural-associated gene sets, suggesting that maturing neurons may not pass through the X2 gate.

**Fig. 2:**
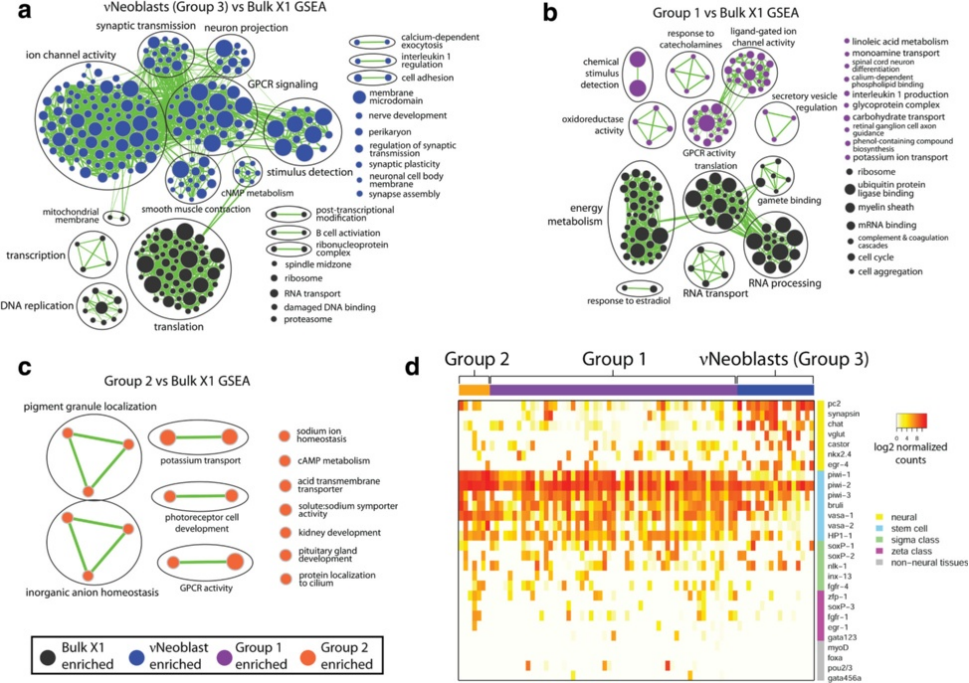
Neural gene sets are enriched in some groups compared with bulk X1 data. **a**–**c** Gene set enrichment analysis (*GSEA*) results for Group 3 (FDR < 0.01, *p* < 0.001) (**a**), Group 1 (FDR < 0.05, *p* < 0.001) (**b**), and Group 2 (FDR < 0.05, *p* < 0.001) (**c**). *Nodes* represent gene sets and node size is proportional to the GSEA nominal enrichment score. *Node color* represents the group in which the gene set is enriched. The width of the *green edges* represents the number of genes shared between the connected nodes. Similar gene sets are *circled* and their function is labeled. Group gene expression profiles are averages of the single-cell expression profiles in the group. **d** Heatmap displaying log2 normalized counts of known markers for neural, stem cell, sigma class, zeta class, and non-neural tissue. *Columns* are single cells from the group noted above the heatmap. *GPCR* G protein-coupled receptor

In order to understand these X1 sub-groups in more depth, expression levels of several known neural and stem cell transcripts were examined (Fig. 2d). 

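Of the 6 neural genes of Fig. 2d that could be paired with a transcript, all 6 had a higher mean in the νNeoblasts of Group 3 than in Group 1, with a median log2 ratio of 3.18. The pan-neural gene pc2 averaged 3141 normalized counts in the 17 νNeoblasts (SD 6470), 74.9 in the 55 Group 1 cells (SD 176) and 598 in the 7 Group 2 cells (SD 1081). Means of synapsin were 618 (SD 799), 91.7 (SD 387) and 0, and means of chat 1603 (SD 3523), 11.9 (SD 39.2) and 23.7 (SD 59.7). The gene egr-4 (SmedASXL_009448) was at 496, 39.1 and 175 and castor (SmedASXL_016911) at 341, 82.5 and 107, whereas nkx2.4 (SmedASXL_011486) was at 124 in νNeoblasts and 122 in Group 1, a log2 ratio of 0.03 that becomes -0.26 in CPM. The median of the list stands at the 98.8th percentile of 10000 random lists of matched expression, but 5 of the 6 genes, all except castor, are among the 1000 clustering transcripts. Transcripts read in at least 50% of the cells of both groups had a median log2 ratio of 0.59 (-0.31 with TMM factors), and the vglut transcript could not be paired.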

Compared with Groups 1 and 2, νNeoblasts exhibited the highest expression of the pan-neural markers *pc2* [34] and *synapsin* [10] as well as other genes known to be expressed in the brain (listed in Fig. 2d). Conversely, νNeoblasts exhibited relatively low expression of known stem cell markers, such as *vasa-1* [35] and *HP1-1* [36], although expression of these genes was still detected. 

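Of the 7 stem cell markers, 6 had a lower mean in νNeoblasts than in Group 1 and 1 a higher mean, with a median log2 ratio of -1.08 (2.7th percentile of random lists; -2.04 and the 5.60th percentile with TMM factors). The vasa-like helicase gene vasa-1 (SmedASXL_006346) was detected in 7 of 17 νNeoblasts and 47 of 55 Group 1 cells, with means of 104 (SD 263) and 716 (SD 776). The heterochromatin protein gene HP1-1 (SmedASXL_004476) was found in 5 of 17 and 45 of 55 cells, with means of 142 (SD 299) and 300 (SD 318). The lowest ratios were those of vasa-2 (SmedASXL_006546, -6.28), found in 1 of 17 νNeoblasts and 32 of 55 Group 1 cells, and of piwi-1 (-4.85). The ratios of piwi-2 (-0.78) and piwi-3 (SmedASXL_002725, -0.76) were nearer to 0. For bruli (SmedASXL_009464), an RNA-binding protein gene of neoblasts, the mean was higher in νNeoblasts (log2 ratio 0.66), but lower with TMM factors (-1.15). None of these genes was used for clustering.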

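The protonephridial marker pou2/3 was detected in 3 of 55 Group 1 cells (5.45%, 95% CI 1.1% to 15.1%), with a mean of 65.8 normalized counts (SD 370). It was found in 0 of 17 Group 3 cells (at most 19.5%) and 0 of 7 Group 2 cells (at most 41.0%), and in 2 of 34 Group 4 cells (5.88%). At 1 read or more, the Group 1 share was 16.4%. In the paper's Additional file 15, as far as it lists cells (49 of the 79 cells of Groups 1 to 3), myoD and foxa are at 0 in each cell and gata456a is above 0 in 1 cell.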

Expression of non-neural tissue progenitor markers (*myoD* (muscle) [12], *foxa* (pharynx) [37], *pou2/3* (protonephridia) [20] and *gata456a* (gut) [38]) was detected in a minority of Group 1 cells but was absent from all νNeoblasts, suggesting that the νNeoblasts may represent an X1 population responsible for specifically contributing to neuronal lineages. Notably, Group 2 cells exhibited the highest expression of stem cell markers, especially *piwi-1* and *piwi-2*, and did not express non-neural tissue markers, suggesting that Group 2 may be the least committed to any lineage.

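All 7 stem cell markers had a higher mean in the 7 Group 2 cells than in the 55 Group 1 cells, with a median log2 ratio of 1.9. In Group 2, piwi-1 averaged 10336 normalized counts (SD 12693, median 4774, with 1 cell at 38644) and piwi-2 12407 (SD 7181), and both were detected in 7 of 7 cells. The mean of vasa-1 was 2811 (SD 1331), that of vasa-2 2798 (SD 6339) and that of HP1-1 782 (SD 705). Transcripts in general were also higher in Group 2. Those read in at least 50% of the cells of both groups had a median log2 ratio of 1.4, and the list lies at the 55.8th percentile of matched random lists (78.7th in CPM and 85.0th with TMM factors). The mean size factor was 0.395 in Group 2 and 0.933 in Group 1. The median ratio of the list was 0.98 in CPM and -0.17 with TMM factors, against 0.65 and -0.25 for the transcripts read in at least 50% of cells. Outside the 1000 transcripts, the largest rises were in SmedASXL_017973 (0.381 to 545, log2 ratio 8.63) and SmedASXL_040070 (8.90 to 1770, 7.48), and the largest falls in SmedASXL_000663 (177 to 0) and SmedASXL_012696 (161 to 0), each with reads in 0 of 7 Group 2 cells and in 30 and 29 of 55 Group 1 cells.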

### Waterfall analysis predicts a neural lineage trajectory

Pseudotime analysis with Waterfall provides an unbiased approach for reconstructing lineages from single cell transcriptome data with a minimal requirement for prior knowledge of the lineage in question [22]. Here, Waterfall was used to predict a neural lineage trajectory from the scRNAseq dataset. Principal components analysis (PCA) was initially performed on all ten hierarchical clustering groups; however, the first two principal components (PC1 and PC2) primarily separated the highly heterogeneous X2 groups, resulting in poor resolution of the X1 groups from which all lineages are expected to originate (Additional file 4: Figure S3) [17]. 

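In a PCA of all 168 cells on the 1000 transcripts, PC1 held 78.9% of the variance and PC2 7.03%. The transcript Smed-GT-1 (SmedASXL_078929) alone carried 73.8% of the weight of PC1, and the 17 transcripts that Additional file 8 lists for the X2 lineage carried 93.7%. The SD of X1 cells along PC1 was 8.56% of the SD of all cells.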

Because the X2s were not enriched for neural gene sets by GSEA, all of the X2-containing groups were removed and PCA was performed for the remaining cells (i.e., X1 only; Fig. 3a). 

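With Groups 1, 2 and 3 only (79 cells), PC1 held 23.8% and PC2 13.9% of the variance. Differences between the 3 groups accounted for 62.6% of the variance along PC1 and 75.7% along PC2. The groups were made by clustering the same values, so a high share between them is no independent evidence. The 17 X2 lineage transcripts carried 0.0523% of the weight of PC1 here.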

While the results provided good resolution of the X1 groups, the number of lineages and their orientations were not immediately clear. For instance, one could imagine a trajectory beginning with the νNeoblasts and progressing through Group 1 then Group 2, or the exact opposite. It is also possible that Group 1 represents the earliest stem cell state, which can differentiate along two distinct lineages (Group 2 or νNeoblast). To predict the most probable orientation of the trajectory, known stem cell and neural markers were examined and relative expression is represented as the size of the data points in the PCA plots in Fig. 3b. From this it was evident that Group 2 cells consistently displayed the highest expression of the known stem cell markers *piwi-1*, *piwi-2*, *vasa-1* and *bruli* [39]. Expression of these four genes remained high in some Group 1 cells but was only lowly detected in others. 

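In CPM, which do not use the size factors, the means in Group 2, Group 1 and νNeoblasts were 1140, 380 and 23.5 for piwi-1, 1428, 745 and 447 for piwi-2, and 386, 152 and 30.0 for vasa-1. For bruli they were 252, 127 and 159, and this gene was detected in 5 of 7 Group 2 cells, 46 of 55 Group 1 cells and 10 of 17 νNeoblasts. With TMM factors, the log2 ratio of Group 2 over Group 1 was 0.37 for piwi-1, 0.17 for vasa-1, -0.17 for piwi-2 and -0.35 for bruli.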

Finally, νNeoblasts generally did not express *piwi-1* or *vasa-1* but did express *piwi-2* and *bruli*. 

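Among νNeoblasts, the median level of vasa-1 was 3.48 normalized counts, close to that of piwi-1, and the median of bruli was 14.9. The median of piwi-2 was 1796 in νNeoblasts and 2388 in Group 1. In Group 1, vasa-1 had a median of 524 and bruli of 286.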

The expression levels of the pan-neural markers *pc-2* and *synapsin* were also considered for route determination. Both of these genes were consistently highly expressed in νNeoblasts and also in some Group 1 cells, but detection was lower or absent in Group 2 cells. 

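In νNeoblasts, pc2 was detected in 15 of 17 cells (88.2%, 95% CI 63.6% to 98.5%) with a median of 1406 normalized counts. It was detected in 22 of 55 Group 1 cells (40%, 27.0% to 54.1%; median 1.6) and in 4 of 7 Group 2 cells (57.1%, 18.4% to 90.1%; median 226). The log2 ratio of the pc2 means of Group 2 over Group 1 was 2.98, 2.00 in CPM and 0.53 with TMM factors, and 1 of the 7 Group 2 cells held 2998 normalized counts. Detection of synapsin was 9 of 17 νNeoblasts (52.9%, 27.8% to 77.0%), 10 of 55 Group 1 cells (18.2%, 9.08% to 30.9%) and 0 of 7 Group 2 cells.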

Expression of proposed markers for the previously described σ and ζ neoblast classes was also considered. 

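The zinc finger gene zfp-1, which marks the epidermal ζ-class, was detected in 10 of 55 Group 1 cells, 3 of 7 Group 2 cells (42.9%, 95% CI 9.90% to 81.6%), 1 of 17 Group 3 cells (at most 28.7%) and 5 of 34 Group 4 cells (14.7%). In all, 19 of 96 X1 cells and 4 of 72 X2 cells contained it. Its mean was 40.7 normalized counts in Group 1 (SD 117), 154 in Group 2 (SD 257) and 0.903 in Group 3 (SD 3.27).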

The ζ-class marker *zfp-1* was detected in only very few cells and did not appear to be group-specific [20] (see “Discussion”). 

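The Sox family gene soxP-2 (SmedASXL_013986) was detected in 15 of 55 Group 1 cells (27.3%, 95% CI 16.1% to 41.0%), 2 of 7 Group 2 cells (28.6%, 3.67% to 71.0%) and 3 of 17 Group 3 cells (at most 43.4%). Its means in these groups were 114, 152 and 110 normalized counts (SD 311, 272 and 280). Among X2-containing groups it was found in 7 of 34 cells of Group 4, 6 of 28 of Group 5 and 3 of 14 of Group 6. Of the other σ-class markers, soxP-1 was detected in 20 of 55 Group 1 and 4 of 17 Group 3 cells, nlk-1 (SmedASXL_005509) in 20 and 6, fgfr-4 (SmedASXL_016233) in 16 and 1, and inx-13 (SmedASXL_013857) in 8 and 0. Over the 5 σ-class genes the median log2 ratio of Group 3 over Group 1 was -0.04, -0.33 in CPM and -1.73 with TMM factors.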

Interestingly, expression of the σ-class marker *soxP-2* was detected primarily in Group 1 cells; however, analysis of scRNAseq data published by Wurtzel et al. [40] raises questions about the specificity of previously described σNeoblast markers. This is demonstrated in Additional file 5: Figure S4, which includes plots of single X1 cells isolated from the prepharyngeal region of uninjured animals obtained from an online resource published by Wurtzel et al. [40] (http://radiant.wi.mit.edu/app; see “Discussion”).

**Fig. 3:**
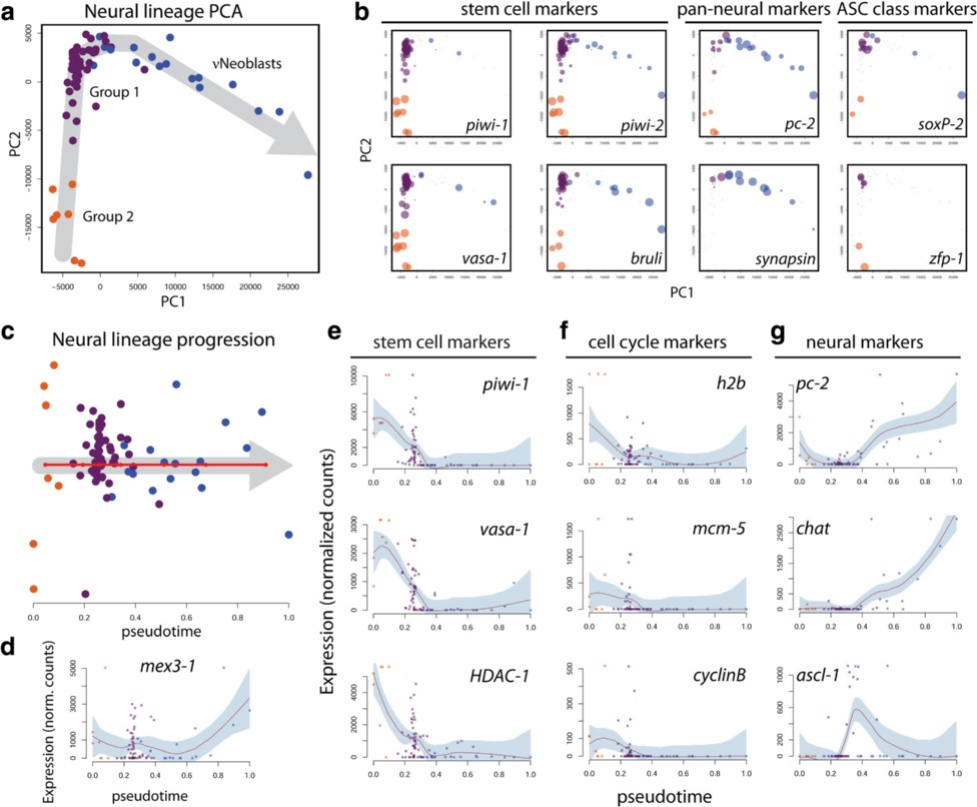
Pseudotime analysis with Waterfall predicts a neural lineage trajectory. **a** PCA plot for Groups 1 and 2 and νNeoblasts. *Grey arrow*, proposed lineage orientation; each *point* is a single cell. **b** PCA plots with data point size proportional to the expression level of the gene specified in each plot. **c** Plot of Groups 1 and 2 and νNeoblast cells ordered along pseudotime. *Red line*, linearized minimum spanning tree connecting k-mean centers; *grey arrow*, direction of lineage progression; *y-axis*, distance of cell to its nearest k-means center. **d**–**g** Expression patterns of known markers support the Waterfall lineage prediction: **d** differentiation gene *mex3-1*; **e** stem cell markers *piwi-1*, *vasa-1*, and *HDAC-1*; **f** cell cycle markers *h2b*, *mcm-5*, and *cyclinB*; **g** neural markers *pc-2*, *chat*, and *ascl-1. Red line*, local polynomial regression fit; *shaded region*, 95 % confidence interval

Overall, the expression analyses strongly predicted a lineage trajectory beginning with Group 2 and progressing through Group 1 followed by the νNeoblasts; this trajectory was subsequently used for pseudotime analysis. 

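The trajectory was rebuilt from the paper's description, because the Waterfall source code was not used here: PCA of the 1000 transcripts over Groups 1 to 3, k-means with 8 centers on PC1 and PC2, a minimum spanning tree, and projection of each cell on its longest path, with the end nearer to Group 2 set as the start. The median position was 8.04% of pseudotime for Group 2 cells (range 0% to 14.2%), 36.7% for Group 1 cells (22.3% to 55.2%) and 59.5% for νNeoblasts (41.2% to 100%). Group 2 and νNeoblasts therefore do not overlap along the order. The groups and the order rest on the same 1000 transcripts and cells, so this separation is no independent evidence. The Spearman correlation of this order with that under another setting was 0.98 with 6 centers, 1.00 with 10 centers, 0.84 on log2 values, 0.69 in CPM, 0.31 with TMM factors and 0.24 without the X1 cells numbered 1 to 24, among which all Group 2 cells lie. From the markers in the PCA plots (Fig. 3b), the paper reasons that cells with the highest stem cell markers come first and those with neural markers last, and orients the trajectory from Group 2 through Group 1 to the νNeoblasts.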

To temporally arrange the cells and assign pseudotime values, k-means clustering was performed on the PCA plot and the k-means centers were connected by a minimum spanning tree (MST) trajectory. A pseudotime value for each cell was subsequently computed as described by Shin et al. [22], which essentially flattens Fig. 3a into Fig. 3c. As a proof of principle that pseudotime analysis with Waterfall is a valid method for predicting cellular lineages, Waterfall was also applied to the well-characterized epithelial lineage using the scRNAseq data from [40]. The resulting pseudotime trajectory correctly predicted the temporal expression patterns of the epithelial lineage, beginning with ζ-class neoblasts, then early progeny, and ending with known late progeny markers (Additional file 6: Figure S5). Thus, pseudotime analysis with Waterfall is a valid method for predicting cellular lineage trajectories.

Plotting the expression levels of known genes along pseudotime illustrated the progressive changes that occur along the predicted νNeoblast neural lineage trajectory. Expression of *mex3-1*, a gene highly expressed in X1 and X2 cells and required for differentiation of neural cell types [18], was detected in all three groups and increased toward the end of pseudotime, which was the expected result because these cells are predicted to represent transient states along a continuum of increasing differentiation (Fig. 3d). 

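All 7 stem cell markers fell along neural pseudotime, with a median Spearman rho of -0.45 over the 79 cells. Correlations over cells of 1 sample are given without p-values. The lowest values were those of piwi-1 (-0.75), vasa-1 (-0.70) and HP1-1 (-0.50), and the others were -0.45 for piwi-2, -0.42 for vasa-2, -0.26 for piwi-3 and -0.24 for bruli. In CPM the median was -0.41 and all 7 remained negative. The start of the order was itself set at Group 2. Without the X1 cells numbered 1 to 24, which include all Group 2 cells, the order was set to end at Group 3 instead; it had a rho of 0.24 with the main order, and 3 of the 7 genes fell along it.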

Importantly, known stem cell markers showed expression that was highest early in pseudotime and then gradually decreased (Fig. 3e). Similarly, the cell cycle markers *h2b* [41], *mcm-5* [36], and *cyclinB* [31] were highest in Groups 1 and 2 and low in νNeoblasts despite the fact that all groups were sorted through the same X1 FACS gate (Fig. 3f). 

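Of 6 neural genes, 5 rose along neural pseudotime, with a median rho of 0.32 over 79 cells. The values were 0.39 for chat, 0.36 for pc2, 0.34 for synapsin, 0.31 for egr-4 and 0.19 for nkx2.4, while that of castor was -0.10. Only castor is outside the transcripts that define the order.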

The expression of neural genes known to be expressed in the bulk X1 population, *pc-2* and *chat*, was initially low in pseudotime and began to increase in the last Group 1 cells, reaching a maximum in the νNeoblasts (Fig. 3g). Finally, expression of the *achaete-scute* gene homolog *ascl-1*, which has previously been shown to have X1 expression, peaked at the Group 1 to νNeoblast transition, further supporting a transition state in the predicted lineage and suggesting that neural fates are downstream of *ascl-1*, similar to its established roles in vertebrates and flies [12, 42–44]. Together with the GSEA results, analysis of the scRNAseq data with Waterfall confidently predicted the progression of a neural lineage through pseudotime based on the expression of known stem cell, cell cycle, and neural genes.

### *piwi-2* marks a population of head-specific stem cells

The observation made during the initial cluster analysis that some head X1s expressed *piwi-2* but not *piwi-1* was surprising and warranted further investigation in vivo. Characterization by whole-mount in situ hybridization (WISH) demonstrated that *piwi-2* expression labeled more cells in the anterior than *piwi-1* along with diffuse brain labeling (Fig. 4a, b)*.* Because these cells were clustered together into the νNeoblast group, it was hypothesized that *piwi-2*^+^*piwi-1*^lo^ stem cells may be specific to the neural lineage; thus, double-fluorescent WISH (dFISH) was performed to assess the level of colocalization between *piwi-1* and *piwi-2* in the stem cell compartment between the brain lobes and in the tail region, where there is no brain (Fig. 4c). In the tail, 96.6 ± 2.8 % of *piwi-2*^+^ cells were also *piwi-1*^+^; however, in the head, only 84.4 ± 2.6 % of *piwi-2*^+^ cells also expressed *piwi-1* (Fig. 4d; *p* = 0.00035).

**Fig. 4:**
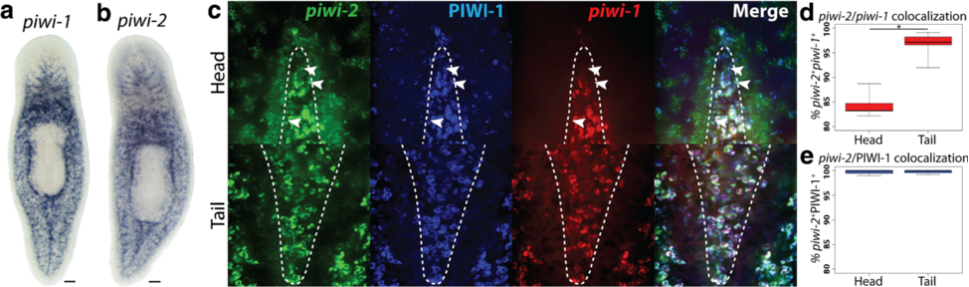
In situ identification of *piwi-2* ^+^ *piwi-1* ^lo^ stem cells. **a** Colorimetric WISH of *piwi-1*. **b** Colorimetric WISH of *piwi-2*. Scale bars = 100 μm. **c** High magnification images of the stem cell regions in the head between the brain lobes (*top row*) and tail stripe (*bottom row*) are shown. *Arrowheads*, *piwi-2* ^+^ *piwi-1* ^-^PIWI-1^+^ cells. **d** Quantification of *piwi-2* and *piwi-1* colocalization in the stem cell areas in the head and tail; n = 5, *p* = 0.00035. **e** Quantification of *piwi-2* and PIWI-1 colocalization in the stem cell areas in the head and tail; n = 5, *p* = 0.89742. Regions included in counts are outlined by a *dashed line* in **c**

PIWI-1 protein has be shown to persist in cells even when *piwi-1* expression can no longer be detected and colocalization of PIWI-1 with lineage-specific markers has been used to mark progenitor populations [18, 45]. Because νNeoblasts were predicted to arise from a *piwi-1*^*+*^ population, all *piwi-2*^*+*^ stem cells were expected to be PIWI-1^+^. Indeed, >99 % of the *piwi-2*^*+*^ cells both between the brain lobes and in the tail colocalized with PIWI-1 (Fig. 4e; *p* = 0.89742), supporting the predicted lineage and that the *piwi-2*^*+*^ cells were recently *piwi-1*^*+*^*.* The observation that not all stem cells expressed the putative planarian pan stem cell marker *piwi-1* and, indeed, that its expression was absent in a specific subpopulation of stem cells in the head may explain why a neural stem cell population has been elusive to detect in planarians.

### Pseudotime analysis and in vivo validation of νNeoblast-enriched genes

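All 11 ν-genes had their highest mean among the 10 groups in Group 3, with a median log2 ratio of 7.28 over Group 1 (range 3.19 to 9.03). The gene syt-11 (SmedASXL_012098) was detected in 10 of 17 νNeoblasts and 0 of 55 Group 1 cells, with means of 628 (SD 1208) and 0.204. For sec14-l2 (SmedASXL_013164) the counts were 6 of 17 and 0 of 55 cells (means 460 and 0.0750), and for glrb (SmedASXL_010012) 7 of 17 and 2 of 55 (549 and 8.84). The genes grm-3 (SmedASXL_014586) and msi-2 (SmedASXL_011563) were each found in 3 of 17 νNeoblasts. The mean of msi-2 there, 235 (SD 953), rests largely on 1 cell at 3934 normalized counts. Without X1 cells numbered 1 to 24, 10 of the 11 genes were highest in Group 3. In X2 cells, 10 of the 11 genes were detected in at most 1 of 72 cells and ston-2 in 3. The authors chose these genes on the same cells and 10 of them, all except msi-2, are among the clustering transcripts, so their direction is not independent evidence. With clusters from log2 values, 0 of the 11 genes were highest in the cluster closest to Group 3. That cluster holds 9 cells, only 8 of the 17 Group 3 cells among them, so Group 3 is split there.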

In order to identify novel candidate genes involved in neural lineage progression, the expression patterns of 11 genes enriched in the Group 3 νNeoblasts were characterized by WISH (Fig. 5a; Additional file 7: Figure S6; Additional file 8: Supplemental data file 4). Strikingly, every gene tested was expressed in the brain and many were also expressed in the ventral nerve cords and photoreceptors. Four of these genes (*ston-2*, *elav-2*, *ptprd-9*, and *msi-1* [46]), whose expression gradually increased over pseudotime (Fig. 5b), were further analyzed by triple FISH (tFISH) with *piwi-1* and *piwi-2* in the head (Fig. 5c)*.* Consistent with the observation that νNeoblasts generally did not express *piwi-1*, examples of *ν-gene*^+^*piwi-2*^+^*piwi-1*^lo^ cells in the stem cell compartment between the brain lobes were identified (Fig. 5d). In addition, *ν-gene/piwi-2* dFISH combined with immunofluorescence for PIWI-1 expression demonstrated the presence of *ν-gene*^*+*^*piwi-2*^*+*^PIWI-1^+^ cells in the head (Fig. 5e). 

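Along neural pseudotime, rho over 79 cells was 0.58 for ston-2, 0.53 for ptprd-9 (SmedASXL_015370), 0.42 for the Musashi homolog msi-1 (SmedASXL_008525) and 0.32 for elav-2 (SmedASXL_013243). All 11 ν-genes had a positive rho, with a median of 0.40. In νNeoblasts, ston-2 was detected in 11 of 17 cells (mean 1684, SD 1847), msi-1 in 12 (730, SD 1987), ptprd-9 in 9 (718, SD 838) and elav-2 in 7 (479, SD 768). In Group 1 the same genes were found in 4, 8, 2 and 10 of 55 cells, with means of 3.26, 44.4, 3.64 and 51.5. There the means of ston-2 and ptprd-9 rest largely on 1 cell each, at 147 and 174 normalized counts. The νNeoblast mean of msi-1 rests largely on 1 cell at 8298. Neither ston-2 nor ptprd-9 was detected in the 7 Group 2 cells, 2 of which contained elav-2 and 1 msi-1.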

In both cases, these cells were typically located along the lateral edge of the stem cell compartment, adjacent to the brain. This is consistent with the hypothesis that these cells arose from a *piwi-1*^+^ population (i.e., Group 1) and, as they continued to differentiate along the neural lineage, had begun to migrate toward the brain lobes where they will terminally differentiate into mature neurons. Further, homeostatic worms were injected with the thymidine analog bromodeoxyuridine (BrdU) and fixed after a 4-h chase period to determine whether these cells are actively cycling, which was predicted because they were isolated from the X1 gate. Following this very short time chase, some *ν-gene*^+^ cells had already incorporated BrdU (Fig. 5f). Interestingly, these cells typically also expressed low levels of *piwi-1*, which suggested that they represent the earliest stage of neural commitment.

**Fig. 5:**
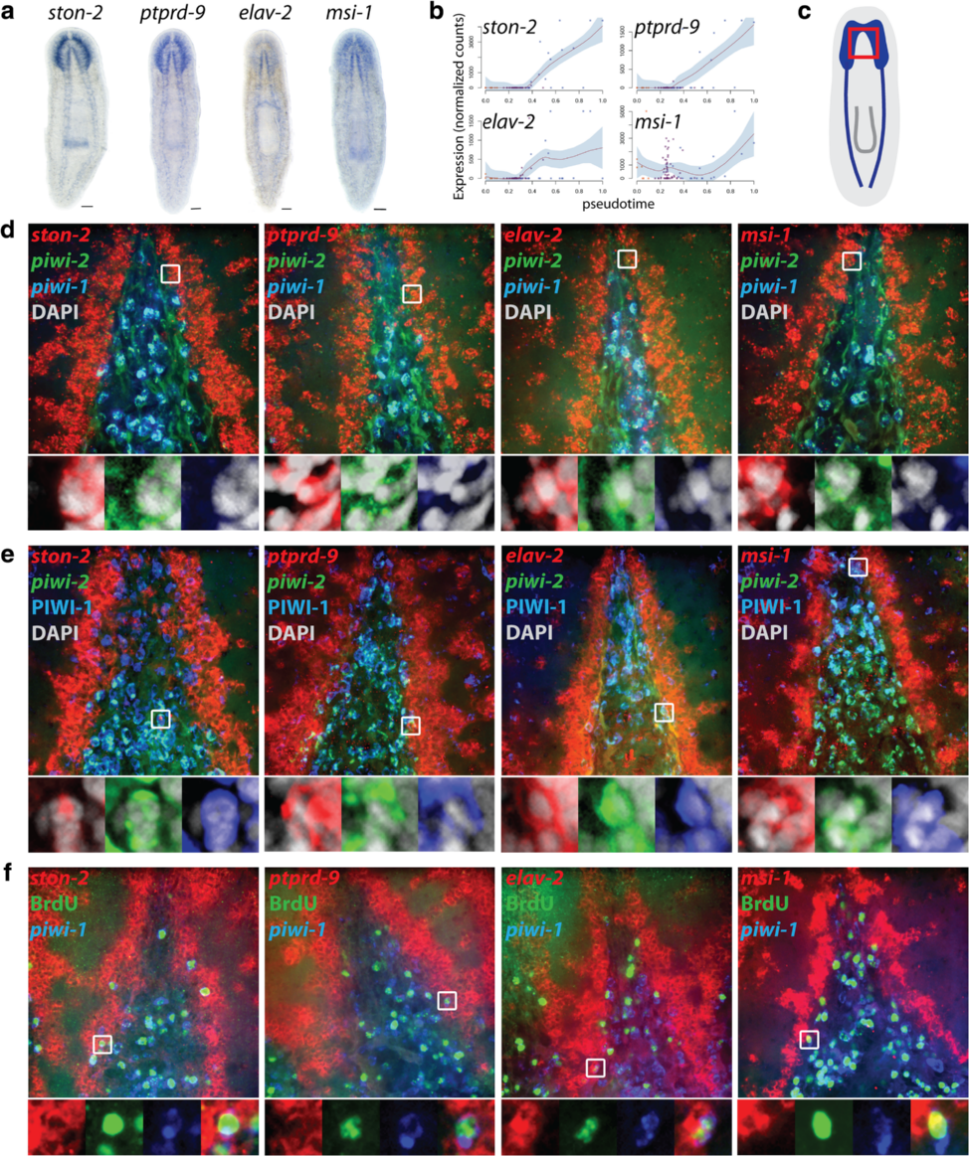
In situ validation of candidate neural lineage genes identified with Waterfall. **a** Colorimetric WISH. Dorsal view, anterior up, scale bars = 100 μm. **b** Pseudotime plots for genes in **a**. *Red line*, local polynomial regression fit; *shaded region*, 95 % confidence interval. **c** Diagram of the region imaged (*red box*) in **d**–**f. d** tFISH of each ν-gene with *piwi-2* and *piwi-1. Boxed regions* are magnified and displayed with DAPI below each image. **e** dFISH of each ν-gene with *piwi-2* and immunofluorescence for PIWI-1. *Boxed regions* are magnified and displayed with DAPI below. **f** dFISH of each ν-gene with *piwi-2* and immunofluorescence for BrdU following injection and a 4-h chase period. *Boxed regions* are magnified and displayed below. The *rightmost* high magnification panels are merged images

Additionally, six transcription factors enriched in νNeoblasts were identified and were shown to have primarily neural expression patterns by WISH (Fig. 6; Additional file 8: Supplemental data file 4). 

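All 6 transcription factors had their highest mean in Group 3 (5 of 6 in CPM and 5 of 6 with TMM factors), with a median log2 ratio of 5.02 over Group 1. The homeobox gene cux-1 (SmedASXL_016134) was detected in 7 of 17 νNeoblasts and 8 of 55 Group 1 cells, with means of 641 (SD 1145) and 8.99 (SD 31.1). For znf-91 (SmedASXL_011708) the counts were 11 of 17 and 6 of 55 cells, with means of 630 (SD 1009) and 37.4. Ratios were 9.03 for ski-1 (SmedASXL_002407), 8.50 for ski-3 (SmedASXL_006842), 4.00 for alx-3 (SmedASXL_006490) and 3.29 for smad-4 (SmedASXL_015153). Only alx-3, found in 5 of 17 and 3 of 55 cells, lies outside the clustering transcripts. The authors identified all 6 as enriched in νNeoblasts on the same cells, so their direction, that of alx-3 included, is not independent evidence. With clusters from log2 values, 3 of the 6 genes were highest in the cluster closest to Group 3, which holds 8 of the 17 Group 3 cells.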

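Outside Group 3 the 6 transcription factor genes differed. In the 72 X2 cells, smad-4 was detected in 0 cells (at most 4.99%), cux-1 and alx-3 in 1 cell each, ski-1 in 4, ski-3 in 6 and znf-91 in 8 (11.1%, 95% CI 4.92% to 20.7%). In Group 4, ski-3 was found in 5 of 34 cells with a mean of 180 normalized counts (SD 483) and znf-91 in 8 with a mean of 68.0 (SD 190), and in Group 6 ski-3 was found in 4 of 14 cells with a mean of 101 (SD 272). The mean of znf-91 was 134 in Group 5 (SD 498). The comparison with the cells of [40] was not analysed here.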

Comparison of the expression levels of these transcription factors between distinct cell groups identified in the current study as well as in [40] demonstrated that these genes are highly specific to νNeoblasts (X1s) and/or mature neurons (X-insensitive) (Fig. 6). Based on these in vivo validations of the in silico predictions, we concluded that pseudotime analysis with Waterfall can be used to identify new, lineage-specific expression differences, which can then provide the groundwork for future studies of neural homeostasis and regeneration.

**Fig. 6:**
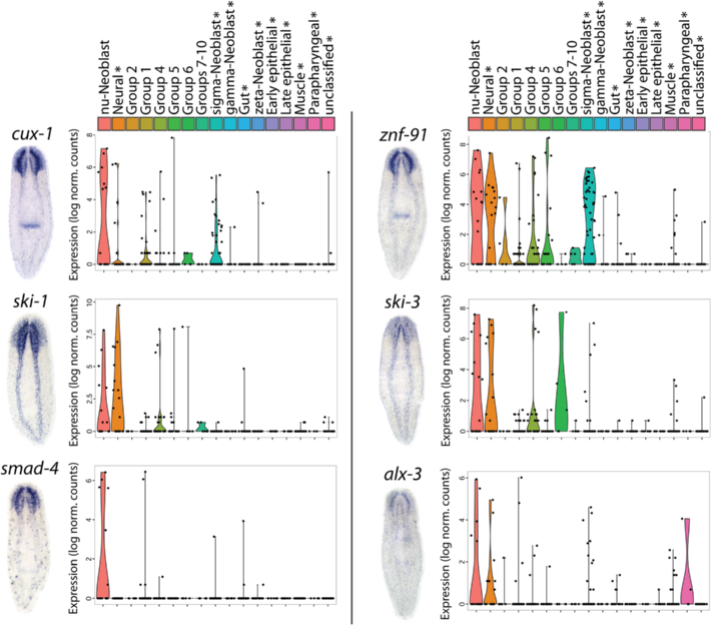
νNeoblast-enriched transcription factors have neural expression patterns and are largely specific to the neural lineage. *Left*: *cux-1*, *znf-91*, *ski-1*, *ski-3*, *smad-4*, and *alx-3* WISH. *Right*: violin plots displaying the expression levels of the corresponding transcription factor transcript in single cell groups identified in the current study (no *asterisks*) and in [40] (marked with an *asterisk*)

### Waterfall analysis reveals a novel lineage trajectory through the X2 gate

The initial Waterfall analysis on the full scRNAseq dataset suggested a prominent X2 lineage. Because Group 4 contained both X1 and X2 cells, we hypothesized that this group may represent cells transitioning from the X1 fraction to the X2 fraction. 

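Group 4 joins 17 X1 and 17 X2 cells in which piwi-2 was detected throughout, but its X1 and X2 cells differed in other stem cell genes. The median of piwi-1 was 1227 normalized counts in its X1 cells (mean 1386, SD 664) and 19.7 in its X2 cells (mean 1081, SD 2523, with 1 cell at 9884). The neoblast gene vasa-1 was found in 17 of 17 X1 cells and 3 of 17 X2 cells of Group 4 (17.6%), compared with 4 of 28 cells of Group 5 (14.3%, 95% CI 4.03% to 32.7%) and 1 of 14 of Group 6 (7.14%, 0.181% to 33.9%). For HP1-1 these counts were 15 of 17, 8 of 17, 8 of 28 and 4 of 14. The X2 lineage transcripts took 0.667% of the assigned reads in the X1 cells of Group 4 (SD 0.460) and 1.6% in its X2 cells (SD 0.630), against 0.0460% in Group 1 (SD 0.0304). All 17 X1 cells of Group 4 are among the 24 X1 cells with the highest numbers in the labels, and the other 7 cells of that range belong to Group 1.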

To understand how these cells related to the three X1-only groups, PCA was performed with the X2-only groups excluded (Fig. 7a). 

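In a PCA of Groups 1 to 4 (113 cells), PC1 held 21.1% and PC2 13.5% of the variance. Differences between the groups, which were made from the same values, accounted for 69.9% and 81.1% of the variance along them. The 17 X2 lineage transcripts carried 8.78% of the weight of PC1 and 21.9% of that of PC2. Of the neural genes, pc2 was detected in 6 of 34 cells of Group 4 (17.6%, 95% CI 6.76% to 34.5%), synapsin in 0 (at most 10.3%) and chat in 19 (55.9%, 37.9% to 72.8%), with a median of 6.64 normalized counts.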

Interestingly, the Group 4 cells appeared to originate from Group 1 cells as a lineage separate from the νNeoblasts; this observation was also consistent with the hypothesis that Group 1 may represent a pluripotent stem cell population, from which multiple lineages originate. Next, 3in order to understand how Group 4 cells related to the X2-only groups, PCA was performed, this time excluding the X1-only groups. A clear trajectory through Groups 4, 5, and 6 was observed (Fig. 7b). Thus, Waterfall analysis predicted that Group 2 gives rise to Group 1, which can subsequently differentiate to produce νNeoblasts or proceed down the Group 4 to X2 lineage.

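Over Groups 4, 5 and 6 (76 cells), PC1 held 57.1% of the variance, of which 79.8% lay between the 3 groups, themselves made from the same values. The transcript Smed-GT-1 carried 75.5% of the weight of PC1 and the 17 listed transcripts together 96.3%. Outside the 1000 transcripts, the largest rises from Group 4 to Group 6 were in SmedASXL_010471 (4.13 to 118 normalized counts, log2 ratio 4.54, with reads in 21 of 34 and 7 of 14 cells) and SmedASXL_005789 (3.64 to 91.9, 4.32). The largest falls were in SmedASXL_016462 (260 to 0.0825, with reads in 21 of 34 and 2 of 14 cells) and SmedASXL_011800 (336 to 0.411). From the course of Groups 4, 5 and 6 in this PCA (Fig. 7b), together with the place of Group 4 beside Group 1, the paper predicts a lineage from Group 1 through Group 4 into the X2 gate.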

**Fig. 7:**
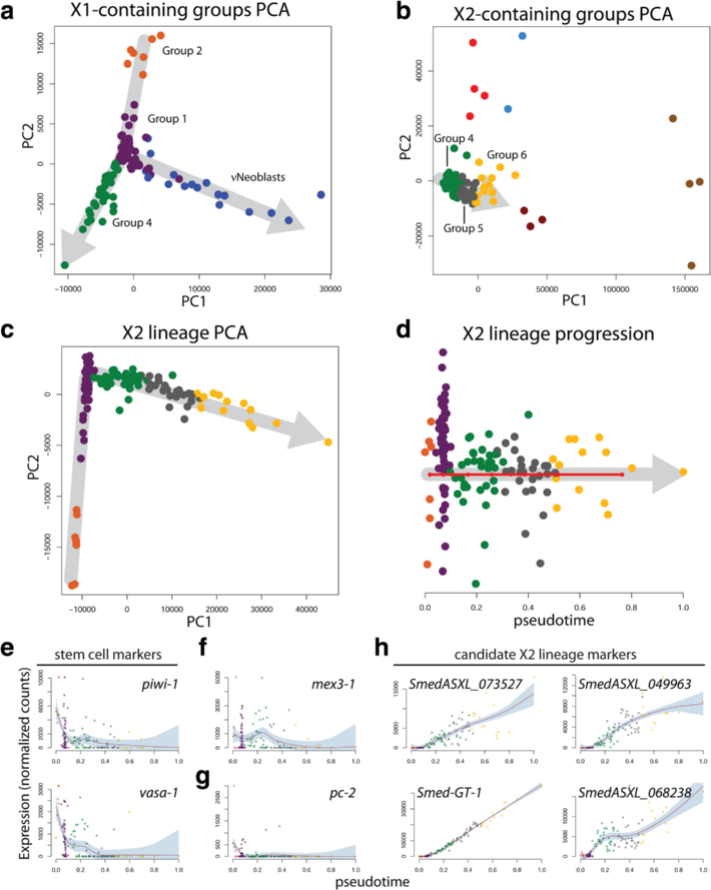
Pseudotime analysis with Waterfall predicts a novel, non-neural X2 lineage. **a** PCA plot for the X1-containing groups. **b** PCA plot for the X2-containing groups. **c** PCA plot for the predicted X2 lineage. **d** Plot of X2 lineage (Groups 1, 2, 4, 5, and 6) cells ordered along pseudotime. *Red line*, linearized MST connecting k-mean centers; *grey arrows*, direction of lineage progression; *y-axis*, distance of cell to its nearest k-means center. **e**–**g** Expression profiles of previously described genes in this potential X2 lineage: **e** stem cell markers *piwi-1* and *vasa-1*; **f** differentiation regulator *mex3-1*; **g** pan-neural marker *pc-2*. **h** Expression patterns of candidate markers for this predicted X2 lineage. *Red line*, local polynomial regression fit; *shaded region*, 95 % confidence interval

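The order rebuilt over Groups 1, 2, 4, 5 and 6 (138 cells), with the end nearer to Group 2 as the start, had median positions of 5.84% of pseudotime for Group 2, 27.3% for Group 1, 39.3% for Group 4, 52.5% for Group 5 and 69.3% for Group 6. PC1 of these cells held 56.6% of the variance, and the X2 lineage transcripts carried 90.3% of its weight. The share of reads on these transcripts had a Spearman rho of 0.90 with pseudotime.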

PCA and pseudotime analysis were performed for this predicted X2 lineage (Fig. 7c, d). As expected, expression of the stem cell markers *piwi-1* and *vasa-1* decreased over pseudotime (Fig. 7e). 

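All 7 stem cell markers fell along this order, with a median rho of -0.49 over 138 cells. The values were -0.49 for piwi-1 and -0.66 for vasa-1, and in CPM -0.27 and -0.53. For bruli rho was -0.54 and for piwi-2 -0.51, which became -0.43 and -0.16 in CPM. The control gene α-tubulin had a rho of -0.40 (-0.11 in CPM), and the size factors rose along the order (rho 0.70). Much of the fall lies between the gates: within the X1 cells of the order the median rho of the 7 genes was -0.25 (-0.02 in CPM), and within its X2 cells -0.04 (-0.02 in CPM). The mean of vasa-1 was 962 normalized counts in the X1 cells of Group 4 (SD 655), 121 in its X2 cells (SD 372), 96.0 in Group 5 (SD 287) and 141 in Group 6 (SD 527), and medians of piwi-1 in Groups 5 and 6 were 22.0 and 4.58.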

Expression of the differentiation-regulator *mex3-1* peaked at the Group 4 to Group 5 transition, which largely coincided with the transition from X1 to X2 (Fig. 7f). This suggested a role for *mex3-1* in directing X1 differentiation along an X2 lineage and agrees with the previous finding that *mex3-1* mediates the decision between self-renewal and differentiation [18]. 

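In Groups 4, 5 and 6 together, pc2 was detected in 8 of 76 cells (10.5%, 95% CI 4.66% to 19.7%), namely in 5 of 17 X1 cells and 1 of 17 X2 cells of Group 4, 2 of 28 cells of Group 5 (at most 23.5%) and 0 of 14 cells of Group 6 (at most 23.2%). Its mean was 45.0 normalized counts in Group 4 (SD 195) and 46.0 in Group 5 (SD 241), each resting largely on 1 cell, at 1130 and 1276. At 1 read or more pc2 was found in 43.4% of the cells of Groups 4 to 6. Groups 1 and 2 are also part of the X2 order, with pc2 detected in 22 of 55 and 4 of 7 cells. Along the X2 order, pc2 had a rho of -0.34 and synapsin of -0.23, and chat, found in 9 of 28 cells of Group 5 and 7 of 14 of Group 6, a rho of 0.19.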

The pan-neural marker *pc-2* was not detected in this lineage (Fig. 7g). 

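The 17 transcripts listed for this lineage in Additional file 8 (the paper's text counts 18) had a median rank of 26 by mean normalized count in Group 6, and 13 of them were among its 100 highest. In 12 of the 17 the mean rose from Group 4 to Group 5 and again to Group 6. The highest was Smed-GT-1, at 5524 normalized counts in Group 4, 15428 in Group 5 and 27057 in Group 6. Means of Smed-GTPBP-6 (SmedASXL_018648) were 1956, 3902 and 8312, and those of Smed-SAS-1 (SmedASXL_006726) 1326, 3849 and 5912. By contrast, Smed-Ybp2-1 (SmedASXL_006362) was at 247, 98.9 and 179 and Smed-yps-1 (SmedASXL_004469) at 275, 239 and 192. The list was chosen on the same cells and 13 of its transcripts define the clusters.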

Several examples of genes that gradually increased over pseudotime were identified by testing the most highly expressed transcripts in Group 6, as this group was predicted to be the most differentiated. 

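Along the X2 order, 13 of the 17 listed transcripts had a positive rho, from 0.67 for Smed-IMTP-1 (SmedASXL_058032) to 0.95 for Smed-GT-1, and 4 a negative one (SmedASXL_018624, Smed-Ybp2-1, Smed-Ybp2-2 with SmedASXL_009660, and Smed-yps-1). The same 4 are the listed transcripts outside the 1000. Of the transcripts read in at least 90% of X2 cells, 12, a set chosen after the values were seen, had 0 reads in the 72 X1 cells numbered 1 to 72, at 282 M assigned reads. Of these 12, 8 are on the list, among them SmedASXL_049963, SmedASXL_073527 and Smed-GTPBP-6. Reads on the 12 were present in all 72 X2 cells and in 22 X1 cells, the lowest numbered 75. The tubes of 200 cells held 0, 601 and 306 reads of them (first X1, second X1 and X2 tube), and the whole list took 0.0456% of the reads of the X2 tube but 3.35% in the median single X2 cell.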

Curiously, 11/18 of these transcripts did not have clear homologs in mice, humans, flies, or *C. elegans* but displayed striking pseudotime expression patterns (four representative examples are shown in Fig. 7h; Additional file 8: Supplemental data file 4).

The discrepancy in the average number of transcripts detected in X1s (5150) compared with X2s (2050) was consistent with the notion that stem cells are transcriptionally primed to produce several different cell types and that gene expression becomes more specific as cells differentiate. This concept was addressed by first comparing the number of transcripts detected in each cell with the number of sequencing reads, which revealed no correlation (Pearson correlation = 0.1869, *R*^2^ = 0.03494; Additional file 9: Figure S7a) and confirmed that the difference observed between X1s and X2s was not a consequence of data acquisition. 

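Over all 168 cells, the Pearson correlation of transcripts detected with sequenced reads was 0.187 (R squared 0.0349), the Spearman correlation 0.00, and the Pearson correlation 0.0831 without the 2 cells farthest from the median number of reads. Within the gates the Pearson correlation was 0.308 in X1 cells and 0.0203 in X2 cells. With the reads assigned to a transcript in place of all sequenced reads, it was 0.435 over all cells (0.418 without the 2 farthest), 0.346 in X1 cells and 0.413 in X2 cells.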

Plotting the number of transcripts detected along pseudotime for the X2 lineage, which contained X1s and X2s, revealed that gene expression decreased gradually during this differentiation process (Additional file 9: Figure S7b, red dashed line indicates the beginning of lineage commitment). 

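Transcripts detected had a Spearman rho of -0.60 with X2 pseudotime over 138 cells, and of -0.66 with each cell thinned to 100000 reads. Within the X1 cells of the order (79 cells) rho was positive, at 0.36 (0.21 after thinning), and within its X2 cells (59 cells) it was -0.56 (-0.53 after thinning). The paper relates the difference between X1 and X2 cells to the notion that stem cells are primed for several cell types and that expression narrows with differentiation, and examines this notion along the order.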

Again, this was independent of read depth, which remained constant throughout this pseudotime trajectory. 

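The number of sequenced reads had a rho of 0.02 with X2 pseudotime over all cells of the order, -0.04 in its X1 cells and 0.04 in its X2 cells. The reads assigned to a transcript fell along it (rho -0.31; -0.04 in X1 cells and -0.43 in X2 cells), as did the share of reads assigned (rho -0.66; -0.10 in X1 cells and -0.63 in X2 cells). This share averaged 81.7% in Group 1 (SD 9.47), 61.7% in Group 5 (SD 9.53) and 44.1% in Group 6 (SD 16.5).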

As expected, this trend was less obvious for the neural lineage, which only extended to the earliest stage of lineage commitment and did not include any non-stem cell states (Additional file 9: Figure S7c).

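Along neural pseudotime, transcripts detected had a rho of 0.03 over 79 cells and of 0.12 after thinning to 100000 reads. The corresponding rho of sequenced reads was -0.23.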

Overall, Waterfall analysis has predicted the presence of a prominent, previously undescribed, non-neural X2 lineage in the planarian head, illustrating the sensitivity of this approach for lineage detection and demonstrating the strength of using unbiased techniques for discovery.

### Modeling planarian lineage relationships in silico

Merging the scRNAseq datasets from the current study and [40], PCA was used to predict global relationships between the various groups identified by each study (using a newly generated list of the top 1000 highly variable transcripts from the combined datasets). Figure 8a displays a PCA plot including the predicted pluripotent groups (Groups 1 and 2 from the current study and the σNeoblasts from [40]) and groups representing various lineages (the νNeoblasts and Group 4 X1s from the current study and the γNeoblasts and epithelial lineage groups (ζNeoblasts, early epithelial and late epithelial) from [40]). The result was quite striking: Group 1, Group 2, and σNeoblasts clustered directly on top of each other and formed a vertex from which the lineage-specific groups extended outward as distinct, non-overlapping “branches”. Importantly, this “lineage tree” pattern was maintained even upon removing different lineages from the analysis (Fig. 8b–e). These analyses were highly supportive of our neural lineage predictions and demonstrated that the clustering groups identified in silico are robust and lead to novel lineage discovery as well as generate testable hypotheses to take back to the worm in vivo (Fig. 8f).

**Fig. 8:**
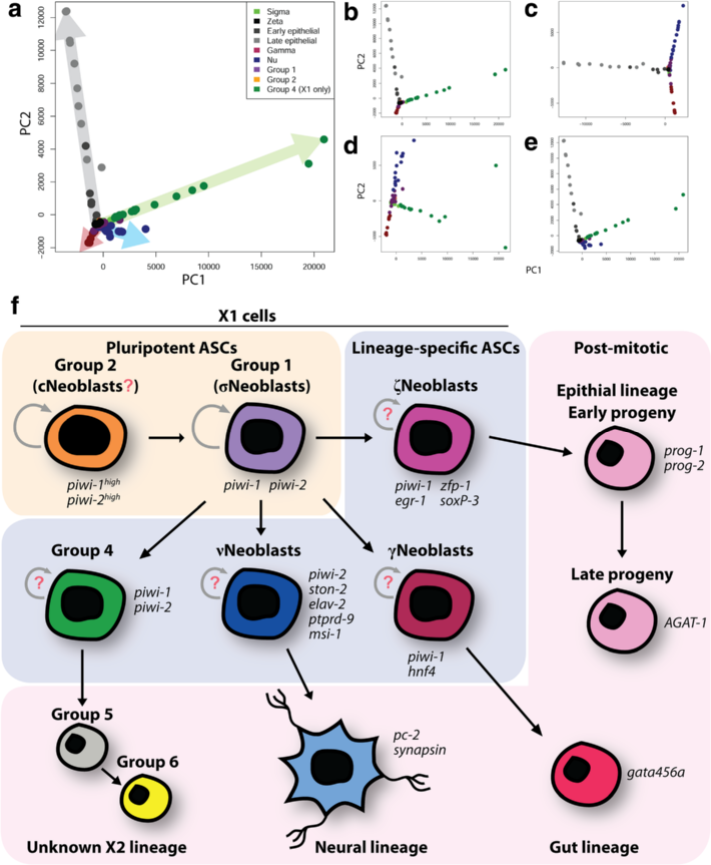
Model of planarian stem cell hierarchies. **a** PCA for predicted pluripotent and lineage-committed groups from the current study and [40]. *Colored arrows* indicate separate lineages. **b**–**e** PCA plots with the following lineages removed: **b** neural lineage; **c** novel X2/Group 4 lineage; **d** epithelial lineage; **e** gut lineage. **f** Summary model of planarian lineages. Based on the scRNAseq and Waterfall/pseudotime analyses, we hypothesize that cNeoblasts are represented in our Group 2 cluster, which give rise to pluripotent Group 1/σNeoblasts. In turn, σNeoblasts give rise to ζ, γ, ν, and Group 4 neoblasts, represented in the middle tier. We hypothesize that these neoblast subclasses give rise to tissue-specific lineages on the third tier, such as epithelium for ζNeoblasts, gut for γNeoblasts, and neurons for νNeoblasts. *Red question marks* denote either unknown existence or unknown ability to self-renew

## Discussion

### In silico analysis as a new approach for elucidating planarian ASC lineages

Here we demonstrate the usefulness of computational techniques for predicting lineages from single cell transcriptomes in planarians. Waterfall was applied to hierarchically clustered single-cell transcriptome data to identify a neural stem cell population, the νNeoblasts, within the X1 FACS gate and predicted a neural lineage trajectory in planarian heads. Subsequent in situ hybridization experiments revealed neural expression patterns for several genes enriched in νNeoblasts and pseudotime analysis predicted that the expression of many of these ν-genes increases as differentiation progresses along the neural lineage. The in silico analyses also predicted the presence of a novel population of *piwi-2*^+^*piwi-1*^lo^ stem cells in the head, which was subsequently validated by dFISH. Previously, planarian stem cell studies have focused almost exclusively on *piwi-1*^+^ cells; thus, this finding should be considered for future studies, as exclusion of *piwi-1*^-^ cells may result in an incomplete view of the planarian stem cell compartment and biased interpretation of experimental results.

Although the focus here was on neural lineage progression, the Waterfall pipeline has led to the identification of a novel X2 lineage in the planarian head that was not enriched with neural gene sets. This illustrates the usefulness of pseudotime analysis for predicting lineages from highly heterogeneous scRNAseq datasets and for identifying new candidate genes for lineage specification, even without first selecting for a specific lineage by transgenic labeling. In future studies, it will be interesting to apply the Waterfall analysis pipeline to scRNAseq data acquired from whole-body samples and during brain regeneration to gain insights into the molecular timing of lineage specification in an injury context. Upon unbiased scRNAseq of thousands of cells in the future, we predict that every cell lineage in planarians can be dissected by computational means.

### Stem cell hierarchies in planarians and detection of neoblast classes

The concept of stem cell hierarchies has not been assessed to great depth in planarians due to the lack of transgenic lineage tracing. Here pseudotime analysis has predicted a neural lineage that progresses sequentially through three major X1 subgroups (Group 2, Group 1, and νNeoblasts)*.* In a recent study on planarian stem cell heterogeneity, σNeoblasts have been proposed to give rise to the ζNeoblasts of the epithelial lineage and potentially γNeoblasts of the gut lineage, speaking to their pluripotent nature and leaving open the possibility that other lineages may also extend from this stem cell class [20]. The expression of different tissue-specific markers in Group 1 may suggest that it is primed for differentiation along multiple lineages, with the enrichment of neural gene sets a consequence of collecting only cells from the head region. As displayed in Figs. 2d and 3b, Group 1 cells expressed the highest levels of the σNeoblast marker *soxP-2* and also expressed other genes previously shown by [20] to be enriched in σNeoblasts, raising the possibility that Group 1 cells are members of the σ-class. However, analysis of additional planarian scRNAseq data published by [40] questions the specificity of these previously published σNeoblast markers. As demonstrated in Additional file 5: Figure S4, the previously identified σNeoblast markers are in fact expressed evenly across all three neoblast classes identified by [40], unlike the ζ marker *zfp-1* and γ marker *hnf4*, which are largely specific to their respective classes. Thus, are σNeoblasts a truly distinct neoblast class or simply a collection of non-ζ and non-γ cells? Further, the proposition that σNeoblasts give rise to ζNeoblasts is based on the ability of X1 cells obtained from *zfp-1*(RNAi) animals to reconstitute the ζ-class when grafted into irradiated hosts with no stem cells [20]. Unfortunately, due to the technical limitations in isolating specific cell types, it is impossible to know precisely which types of neoblasts (σ, γ, ν, or other currently unidentified classes) gave rise to the newly formed ζNeoblasts. This is not to suggest that previous conclusions were unfounded but rather to highlight the limitations of current techniques for lineage analysis and the need for a new, unbiased approach for studying lineages in planarians. In addition, another σNeoblast marker, *znf-91*, identified by Wurtzel et al. [40] was found to be one of the top νNeoblast-enriched transcription factors and is primarily expressed in the brain and ventral nerve cords (Fig. 6), suggesting that some σNeoblasts may be misclassified νNeoblasts. Thus, due to the lack of specific markers, it is difficult to conclude whether previously described neoblast classes are represented in our dataset. Nevertheless, a connection between Group 1 and σNeoblasts can be drawn based on the predicted pluripotency of these two X1 groups, as presented by the PCA plots and model of proposed lineages in Fig. 8. The fact that different lineages appear to originate from Group 1/σNeoblasts supports this connection and supports the relationship between σNeoblasts and the ζNeoblasts/epithelial lineage despite the uncertainty mentioned above. That being said, the presence of additional heterogeneity within Group 1/σNeoblasts cannot be ruled out and may be resolved in future scRNAseq studies by using cells isolated from different regions of the planarian or during regeneration.

In addition to the neoblast classes discussed above, a relatively rare cell type, the clonogenic neoblasts (cNeoblasts), has been demonstrated to have the self-renewal capacity to re-populate the entire stem cell compartment following irradiation and can give rise to cells of all tissues [17, 35]. Such a stem cell would be expected to reside upstream of the Group 1/σNeoblasts on the stem cell hierarchy, leading to the hypothesis that Group 2 cells may be cNeoblasts (Fig. 8f). Interestingly, fewer transcripts are typically detected in Group 2 cells compared with Group 1 cells (Additional file 9: Figure S7). While highly speculative, this speaks to the idea that Group 2 may represent a less active, or possibly quiescent, stem cell population under homeostatic conditions. Although some cell cycle markers were detected in some Group 2 cells, it is not unreasonable to hypothesize that the massive injury caused by decapitating the worms prior to FACS resulted in the activation of this stem cell population in the short time period from amputation to sorting (30–60 min). It will be interesting to test these hypotheses in future studies by RNAi knockdown of group-specific candidate genes to better understand the nature of these stem cell subgroups and how they behave in both homeostatic and regenerative contexts in planarians.

### No prediction of the epithelial lineage in the head

From the results presented here, it is clear that Waterfall can be used as an efficient way to determine novel lineage trajectories, leading to testable hypotheses. However, from our regionalized X1 and X2 cells from the head, it did not predict the epithelial lineage that is already known to exist in planarians. For example, it has been shown that *zfp-1*^+^ ζNeoblasts give rise to *prog-1/2*^+^ and *agat-1*^+^ epithelial progenitors [20]. This lineage physically exists in the head by WISH, yet Waterfall did not pull the lineage out of our scRNAseq dataset. There are three possible explanations for this: (1) Waterfall was not sensitive enough to detect this lineage; (2) the low percentage of cells that express these progenitor markers was too small in the context of 168 cells used in this study; or (3) the X1 stem cells that give rise to epithelial progenitors are not prevalent in the head. First, the abundance of *prog-1/2*^+^ epithelial progenitors in the X2 gate is very low (only 8.5 % of X2s are early epithelial progenitors [47]) and the number detected in this study was 5/72 X2s, or 7 %. This is a very low number in the context of our total cells and neither *prog-1* nor *prog-2* were identified in the top 1000 variably expressed genes. Furthermore, no study has been able to show that epithelial progenitors are actually born in the head and they may instead be born more posterior and migrate forward, similar to eye progenitors [45]. Second, as illustrated in Additional file 6: Figure S5, when we incorporated 245 additional cells sequenced in [40] from the body of the animal and used the top 1000 variable transcripts from this combined dataset, our analysis pipeline readily predicts the known order of epithelial lineage differentiation described by previous works [18, 20, 47]. This proof of principle example provides confidence in the ability of this technique and analysis pipeline to reconstruct planarian neoblast lineages. Thus, we propose that the epithelial lineage was not predicted in our dataset due to a combination of sequencing cells only from the head region and the total number of cells sequenced.

## Conclusions

The large number and accessibility of ASCs and ASC progeny in planarians, coupled with their incredible capacity for regeneration, has branded this animal as a key model system for stem cell and regeneration biology. Without transgenics, however, elucidating the mechanisms of tissue turnover and regeneration in vivo has been challenging. Here we show for the first time that, with recent advances in single cell technology and bioinformatics modeling, it is possible to discover ASC lineages in planarians de novo via pseudotime analysis of single cell transcriptomes. This approach has identified a new neural stem cell population, the νNeoblasts, and has predicted the existence of a novel X2 lineage in planarian heads (Fig. 8f). Overall, this study demonstrates the usefulness of in silico lineage tracing with Waterfall for studying the progressive differentiation of planarian adult stem cells along multiple lineages. This approach can be applied to regeneration studies in planarians in order to gain insights into the mechanisms regulating ASC fate decisions.

## Methods

### Single-cell FACS and cDNA library preparation

FACS was performed as previously described [18]. Single-cell cDNA libraries were prepared using the Smartseq2 protocol, as previously described [26, 48]. See Additional file 10: Supplemental data file 1 for a detailed protocol.

### Sequencing and read alignment

Single-cell libraries were sequenced to an average depth of 4.5 million single end 50-bp reads on an Illumina HiSeq2500 with v4 chemistry and the data have been uploaded under NCBI Gene Expression Omnibus (GEO) project GSE79866. Reads were aligned to the *S. mediterranea* SmedASXL transcriptome assembly under NCBI BioProject PRJNA215411 using bowtie2 [27] with 15-bp 3′ trimming. Raw read counts (Additional file 11: Supplemental data file 5) were imported into R (version 3.2.2) [49] as a matrix with transcripts as rows and cells as columns and normalized with DESeq [50]. See Additional file 11: Supplemental data file 5 for raw single cell counts.

### Selection of the top 1000 highly variable transcripts

The normalized counts data were Winsorized to prevent counts from the two most extreme individual cells from contributing to gene selection. Row means and coefficients of variation (CV) were calculated and log-transformed, then plotted as a smooth scatterplot using the smoothScatter function from the graphics package in R. A regression line with 95% confidence intervals was fit to the scatterplot using the statmod package [51] and transcripts were ranked by the significance of their deviation from the fit. See Additional file 3: Supplemental data file 3 for a ranked list of the top 1000 highly variable transcripts. A new counts matrix was created (hvg1000.RData), which included the top 1000 transcripts from the ranked list and their normalized read counts in each cell. These counts data were used for all subsequent cluster analyses. The full dataset was also saved as a RData file (full_dataset.RData) for subsequent use in the heatmap and Waterfall pipeline. See Additional file 12: Supplemental data file 2 for a vignette and Additional file 13.

### Cluster analysis

A Euclidean distance matrix was computed for the hvg1000 data matrix using the dist function from the stats package in R with default parameters. Hierarchical clustering was then performed using the hclust function with the parameter method = “ward.D2” and the results were plotted using the plot function. The cutree function was used to cut the dendrogram into k = 10 groups, which allowed for separation into several distinct X1 and X2 subgroups. The rect.hclust function was used to add colored boxes around the subgroups on the hclust dendrogram. t-SNE was performed using the R implementation (Rtsne) [30]. The Rtsne function was applied to the hvg1000 counts matrix with default parameters. The results were plotted with the color of the data points corresponding to the group colors from the hclust dendrogram or by FACS gate. The heatmaps were produced using the heatmap.3 code available from https://raw.githubusercontent.com/obigriffith/biostar-tutorials/master/Heatmaps/heatmap.3.R with minor modifications (provided as Additional file 14: Supplemental data file 7). See Additional file 15: Supplemental data file 6 for the counts used in Fig. 2d.

### Gene set enrichment analysis

GSEA was performed as previously described using planarian genes with a reciprocal top BLAST hit in the top five hits to mouse homologs when e < 1e^-4^ and freely available GSEA software [32] (http://www.broadinstitute.org/gsea/). The bulk X1 data were obtained from NCBI GEO (accession numbers GSE68581 and GSE37910).

### Waterfall analysis

Waterfall analysis was performed by following the vignette and using the source code available from Shin et al. [22]. PCA was initially performed on the hvg1000 dataset including all hierarchical clustering groups and the mst.of.classification Waterfall function was used to plot a MST trajectory. Single lineage trajectories were identified as described in the main text. Prior knowledge of the planarian stem cell compartment and CNS was used to determine the direction of the MST trajectory; this was visualized by plotting the PCA results and computing the size of the data points using the scale_row.foo Waterfall function. The pseudotimeprog.foo function was then called to calculate a pseudotime value for each cell. The y-axis in pseudotime plots represents the distance of each cell to its nearest k-means center. The pseudotime.foo function was used to plot the expression levels of specific genes over pseudotime. See Additional file 12: Supplementary data file 2 for a vignette. Analyses including data from [40] included only single cells isolated at 0 h post-injury and these cells were grouped by their cluster assignment in [40] (accession number SRA:PRJNA276084).

### Animal husbandry

Asexual individuals of *S. mediterranea* CIW4 strain were reared as previously described [52].

### Cloning

Transcripts enriched in νNeoblasts were identified by performing differential expression analysis using the SCDE R package [28] and cloned using forward and reverse primers into T4P vectors as previously described [53] and these vectors were subsequently used as PCR templates for the production of riboprobes as previously described [54]. Previously undescribed planarian transcripts were named by their top reciprocal blast hit to mouse. The transcripts cloned in this manuscript are available in Additional file 8: Supplementary data file 4.

### BrdU, in situ hybridization, and image acquisition

BrdU (Sigma B5002-5G, 25 mg/ml) was dissolved in 50 % ethanol and injected into the gut of animals. Animals were fixed 4 h later and BrdU was stained as previously described [20]. In situ hybridizations were performed as previously described [18, 55]. Colorimetric WISH samples were imaged on a Leica M165 fluorescent dissecting microscope. dFISH and tFISH samples were imaged on a Leica DMIRE2 inverted fluorescence microscope with a Hamamatsu Back-Thinned EM-CCD camera and spinning disc confocal scan head with Volocity software. Raw images were opened in ImageJ and saved as tiffs and resolution, brightness, and contrast were adjusted in Adobe Photoshop.

### Availability of supporting data

The scRNAseq data set supporting the results of this article were uploaded to NCBI GEO, accession number GSE79866. The whole-worm bulk X1 data sets are available from NCBI GEO, accession numbers GSE68581 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE68581) and GSE37910 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE37910). The *S. mediterranea* SmedASXL transcriptome assembly is available from NCBI BioProject PRJNA215411 (http://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA215411).

## Additional files

Additional file 1: Figure S1. FACS gates used for isolating single cells. **a** Unirradiated and **b** irradiated FACS plots. X1 and X2 gates were set based on Hoechst red vs. blue fluorescence detection as previously described [18, 32]; 20,000 cells are plotted. (PNG 422 kb) Additional file 2: Figure S2. Markers of known tissue lineages are detected among the bulk and scRNAseq samples. Heatmaps displaying log2 normalized counts of known tissue-specific markers in **a** bulk X1 and X2 samples (200 cells each) and **b** select single cells (in columns). (PNG 169 kb) Additional file 3: A ranked list of the top 1000 highly variable transcripts with means, coefficients of variation, and the hierarchical clustering group in which the average expression was highest. (XLSX 56 kb) Additional file 4: Figure S3. PCA plot including all ten hierarchical clustering groups. This method did not clearly distinguish individual clusters of cell types. (PNG 107 kb) Additional file 5: Figure S4. Previously described σNeoblast markers are not specific to the σ-class. Plots were made using an online single cell RNAseq resource published by [40] (http://radiant.wi.mit.edu/app/). Legend of neoblast classes in top right. (PNG 245 kb) Additional file 6: Figure S5. Pseudotime analysis correctly reconstructs the epithelial lineage. **a** PCA plot including the ζNeoblast, early epithelial, and late epithelial groups identified in [40]. *Red line*, MST connecting k-means centers; *grey arrow*, direction of lineage progression. **b** Pseudotime plot for the epithelial lineage. *Red line*, linearized MST connecting k-means centers; *grey arrow*, direction of lineage progression; *y-axis*, distance of cell to its nearest k-means center. **c** Summary model of the epithelial lineage. **d–f** Expression levels of previously described ζNeoblast (**d**), early epithelial progeny (**e**), and late epithelial progeny (**f**) markers. *Red line*, local polynomial regression fit; *shaded region*, 95 % confidence interval. (PNG 539 kb) Additional file 7: Figure S6. Additional ν-enriched genes. Colorimetric WISH for seven additional transcripts enriched in the νNeoblasts showed strong brain expression. Dorsal view, anterior up, scale bars = 100 μm. (PNG 760 kb) Additional file 8: A table listing the newly described genes and top BLASTx hits. (XLSX 33 kb) Additional file 9: Figure S7. The number of transcripts detected decreases with increasing differentiation state. **a** The number of transcripts detected versus read depth for each single cell sample shows no correlation. Pearson correlation = 0.1869, *R* ^2^ = 0.03494. **b, c** Number of transcripts detected (*left*) or number of reads (*right*) plotted along pseudotime for the X2 (**b**) and neural (**c**) lineages. The *red dashed line* indicates the start of lineage commitment. *Solid red line*, local polynomial regression fit; *shaded region*, 95 % confidence interval. (PNG 297 kb) Additional file 10: A detailed protocol for single cell FACS and RNA-seq. (DOCX 39 kb) Additional file 11: A table of raw read counts obtained for all 168 single cell samples aligned to the SmedASXL planarian transcriptome assembly. (TXT 23858 kb) Additional file 12: A vignette for reproducing the computational analyses. (TXT 11 kb) Additional file 13: An annotation file for use with the vignette. (TAB 999 bytes) Additional file 14: The modified heatmap source code. (R 16 kb) Additional file 15: A table of normalized counts for the genes used in Fig. 2d for cells in Group 1, Group 2, and νNeoblasts.

## Abbreviations

ASC: adult stem cell
BrdU: bromodeoxyuridine
CNS: central nervous system
dFISH: double fluorescent in situ hybridization
FACS: fluorescence-activated cell sorting
FDR: false discovery rate
FISH: fluorescent in situ hybridization
GEO: Gene Expression Omnibus
GSEA: gene set enrichment analysis
MST: minimum spanning tree
PCA: principle components analysis
RNAi: RNA interference
scRNAseq: single-cell RNA-deep sequencing
tFISH: triple fluorescent in situ hybridization
t-SNE: t-Distributed Stochastic Neighbor Embedding
WISH: whole-mount in situ hybridization

# Supplementary material for: In silico lineage tracing through single cell transcriptomics identifies a neural stem cell population in planarians
**Source:** Genome Biol. 2016 Apr 27;17:87. doi: 10.1186/s13059-016-0937-9
**Supplement:** Additional file 10: — A detailed protocol for single cell FACS and RNA-seq.

**Single cell RNA-seq of planarian head X1 and X2 cells by FACS sorting and SmartSeq2**

**Reagents:**

FACS

- CMF (Reddien et al., Science, 2005 and http://pearsonlab.ca/protocols/Planarian_FACSSORTING.pdf)
- Hoechst 342 (Thermo Scientific 62249)
- PI (Molecular Probes P3566)

SmartSeq2

- PBS, no Ca^2+^, no Mg^2+^ (Roche 11666789001)
- Triton X-100 (Biobasic TB0198)
- dNTP mix, 10mM each (Thermo Scientific R0191)
- 5X First-strand buffer (Invitrogen 18090010)
- DTT (Invitrogen 18090010)
- Superscript IV reverse transcriptase (Invitrogen 18090010)
- RNAseOUT (Invitrogen 10777-019)
- Betaine (Sigma-Aldrich, cat. no. 61962)
- MgCl_2_ (Sigma-Aldrich, cat. no. M8266)
- Nuclease-free water (Ambion AM9932)
- KAPA HiFi HotStart ReadyMix 2X (KAPA Biosystems KK2601)
- Agencourt Ampure XP beads (Beckman Coulter A63881)
- EB solution, 10mM Tris-Cl pH8.5 (Qiagen 19086)
- Nextera XT DNA sample prep kit, 96 samples (Illumina FC-131-1096)
- Nextera XT 24-index kit, 96 samples (Illumina FC-131-1001)
- Template-switching oligo with LNA

5’-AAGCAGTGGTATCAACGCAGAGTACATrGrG+G-3’ (Exiqon)

- Oligo-dT(20)VN – 5’-AAGCAGTGGTATCAACGCAGAGTACT_20_VN-3’ (IDT)
- ISPCR oligo – 5’-AAGCAGTGGTATCAACGCAGAGT-3’ (IDT)

**Single cell RNA-seq of planarian head X1 and X2 cells by FACS sorting and SMART-seq2**

**Procedure**

**Preparing single-cell samples by FACS TIMING 2 h**

1. Collect 30-60 planarian heads into a 1.5ml eppendorf tube.
2. Wash 2x with cold CMF.
3. Gently dounce worms with a sterile plastic pestle until big fragments are all broken down.
4. Assemble the filter setup with a 20um filter. Pre-wet the filter with CMF.
5. Pour the cells through the filter into a new 50ml conical tube. Cells may need a little coaxing to get through.
6. Add Hoechst 342 (use 25 ug/ml of cells) and invert immediately to avoid precipitate. Incubate for 20 min in the dark.
7. While cells are incubating:

- Dilute the oligo-dT primer to 10 uM with nuclease-free water

Then prepare the lysis buffer + oligo-dT primer + dNTP mix (= **Lysis Mix**) by combining (for 96 samples + extra):

- 10 ul RNaseOUT
- 190 ul 0.2% (vol/vol) Triton X-100
- 100 ul oligo-dT primer (10 uM)
- 100 ul dNTP mix

Transfer 4 ul of Lysis Mix into each tube of a 96-tube plate.

1. Spin down cells (300g for 5 min, low brake). Resuspend cells in 1-2 ml CMF.
2. Add PI (use 4 ug/ml of cells) and place on ice.
3. Sort X1 and X2 cells directly into 96-tube plates containing Lysis Mix. Plates can be stored at -80°C.

**Single-cell lysis TIMING 5 min**

**NOTE:** 8 cDNA libraries were prepared at a time.

1. Break off an 8-tube strip from the 96-tube plate. Freeze the remainder of the plate at -80°C.
2. Spin down the samples to ensure all contents are collected at the bottom of each tube (700g for 10 sec at RT). Immediately place on ice.
3. Incubate the samples at 72°C for 3 min and immediately place back on ice.
4. Spin down the samples (700g for 10 sec at RT). Immediately place back on ice.

**Reverse Transcription TIMING 3 h**

1. Prepare the **RT mix** as follows (for 9 reactions):

**CRITICAL STEP** Thaw all reagents in advance and assemble the RT mix while performing denaturation (Step 12) to minimize bias.

| Component | Volume (ul) | Final Concentration |
| --- | --- | --- |
| SuperScript IV reverse transcriptase (200 U/ul) | 4.5 | 100 U |
| RNAseOUT (40 U/ul) | 2.25 | 10 U |
| First strand buffer (5x) | 18 | 1x |
| DTT (100 mM) | 4.5 | 5 mM |
| Betaine (5 M) | 18 | 1 M |
| MgCl_2_ (1 M) | 0.54 | 6 mM |
| TSO (100 uM) | 0.9 | 1 uM |
| Nuclease-free water | 5.31 | --- |
| Total volume per tube | **6.0** | **---** |

1. Add 6 ul of the RT mix to each sample to obtain a final reaction volume of 10 ul. Mix the reaction gently by pipetting up and down a few times without forming bubbles.
2. Spin down the samples (700g for 10 sec at RT) to collect liquid and incubate the reaction in a thermal cycler with a heated lid to carry out the **First-strand reaction**, as below:

**CRITICAL STEP** Use a thermal cycler with a heated lid set to 105°C for all incubations throughout this protocol.

| Cycle | Temperature (°C) | Time | Purpose |
| --- | --- | --- | --- |
| 1 | 50 | 90 min | RT and template-switching |
| 2-11 | 55 | 2 min | Unfolding of RNA secondary structures |
|  | 50 | 2 min | Completion/continuation of RT and template-switching |
| 12 | 70 | 15 min | Enzyme inactivation |
| 13 | 4 | Hold | Safe storage |

**PCR preamplification TIMING 3 h**

1. Prepare the **PCR mix** as follows (for 9 reactions):

| Component | Volume (ul) | Final Concentration |
| --- | --- | --- |
| KAPA HiFi HotStart ReadyMix (2x) | 112.5 | 1x |
| ISPCR primers (10 uM) | 2.25 | 0.1 uM |
| Nuclease-free water | 20.25 | --- |
| Total volume per tube | **15** | **---** |

1. Add 15 ul of the PCR mix to each sample (i.e. the First-strand reaction) to obtain a final reaction volume of 25 ul. Mix by vortexing, then spin down (700g for 10 sec at RT).
2. Perform the PCR in a thermal cycler, as below:

| Cycle | Denature | Anneal | Extend | Hold |
| --- | --- | --- | --- | --- |
| 1 | 98**°**C, 10 s | --- | --- | --- |
| 2-19 | 98**°**C, 20 s | 67**°**C, 15 s | 72**°**C, 6 min | --- |
| 20 | --- | --- | 72**°**C, 5 min | --- |
| 21 | --- | --- | --- | 4**°**C |

**CRITICAL STEP** The number of PCR cycles depends on the input amount of RNA. 18 cycles is typically used for eukaryotic cells to obtain ~1-30 ng of amplified cDNA. The number of cycles can be increased for smaller cells (with less RNA content).

**PAUSE POINT** PCR product can be stored at -20**°**C or -80**°**C for 6 months or longer

**PCR purification TIMING 45 min**

1. Before starting purification, equilibrate the Ampure XP beads at RT for 15 min then vortex for several seconds.
2. Add 25 ul of Ampure XP beads (1:1 ratio) to each sample and mix by pipetting up and down until the solution appears homogeneous. Incubate for 8 min at RT to let the DNA bind to the beads.

**CRITICAL STEP** Do not increase the volume of beads above the 1:1 ratio.

1. Place the 8-tube strip on the magnetic stand for 5 min or until the solution is clear and beads have been collected at one side of the tubes.
2. Carefully remove the liquid without disturbing the beads.
3. Wash the beads 200 ul of 80% (vol/vol) ethanol. Incubate the samples for 30 sec and then remove the ethanol. Repeat once more.

**CRITICAL STEP** Freshly prepare the ethanol solution every time.

1. Remove any trace of ethanol and let the beads dry completely by leaving the strip at RT for 2 min.

**CRITICAL STEP** Avoid overdrying the beads as this will make resuspension more difficult.

1. Add 17.5 ul of EB solution (or nuclease-free water). Mix ten times to resuspend the beads.
2. Incubate the strip **off** the magnetic stand for 2 min.
3. Incubate the strip **on** the magnetic stand for 2 min or until the solution appears clear and beads have been collected to one side of the tubes.
4. Set the volume of the pipette to 15 ul. Collect the supernatant without disturbing the beads and transfer to a fresh 8-tube strip.

**CRITICAL STEP** Avoid aspirating the whole volume. Leaving 2.5 ul behind ensures that bead carryover is kept to a minimum.

**Quantifying dsDNA by Qubit TIMING 30 min**

1. Set up ten 0.5 ml Qubit assay tubes (8 for samples plus 2 standards). Label the tube lids

**CRITICAL STEP** Do not label the sides of the tubes as this will interfere with the sample read.

1. Prepare the Qubit working solution by diluting the Qubit dsDNA HS Reagents 1:200 in Qubit dsDNA HS Buffer. Each standard tube requires 190 ul of Qubit working solution and each sample tube requires 180-199 ul.

**CRITICAL STEP** We want to use a minimal amount of cDNA for this quantification, i.e. 1 ul. For 8 samples plus 2 standards, dilute 10 ul of Qubit reagent in 1990 ul of Qubit buffer.

1. Add 190 ul of Qubit working solution to each standard tube, then add 10 ul of each Qubit standard into one of the tubes. Mix by vortexing briefly. Do not create bubbles.
2. Add 199 ul Qubit working solution to each sample tube, then add 1 ul of each sample to the appropriate tube. Mix by vortexing briefly.
3. Allow all tubes to incubate at RT for 2 min.
4. Read samples on a Qubit 2.0 fluorometer as follows:

- On the Home screen of the Qubit 2.0 fluorometer, press **DNA**, then select **dsDNA High Sensitivity** as the assay type. The Standards screen is displayed.
- On the Standards screen, press **Yes** to read the standards.
- Insert the tube containing Standard #1 into the sample chamber, close the lid, then press **Read**. When the reading is complete (~3 sec), remove Standard #1.
- Insert the tube containing Standard #2 into the sample chamber, close the lid, then press **Read**. When the reading is complete, remove Standard #2.
- When the calibration is complete, the instrument displays the Sample screen.
- Insert a sample tube into the sample chamber, close the lid, the press **Read**. When the reading is complete (~3 sec), remove the sample tube.
  - The instrument displays the results on the Sample screen. The value displayed corresponds to the concentration of the diluted sample in ng/ml. Record this value.
  - Repeat for all samples.

1. Calculate the sample concentration (ng/ml) as follows:

- Concentration of sample = QF value x (200/n)
  - Where QF value = the value given by the Qubit 2.0 fluorometer and n = the number of ul of sample added to the assay tube

1. Calculate the volume of each sample corresponding to 1 ng of DNA.

**PAUSE POINT** PCR product can be stored at -20**°**C or -80**°**C.

**Tagmentation reaction (Nextera) TIMING 10 min**

1. Prepare reagents:

- Thaw ATM and TD on ice.
- Visually inspect NT to make sure there is no precipitate. Vortex if necessary.
- Gently mix all reagents by inverting the tubes 3-5 times, followed by a brief spin.
- Measure the concentration of DNA in each sample.

1. Label a new 8-tube strip “**NTA**” (Nextera XT Tagment Amplicon Plate).
2. Add 10 ul TD buffer to each tube.
3. Add 1 ng of input DNA to each tube of the NTA strip. Gently pipet up and down to mix. Top up to 15 ul total volume with nuclease-free water.
4. Add 5 ul ATM to each tube. Gently mix.
5. Seal the NTA plate with a strip caps. Centrifuge the NTA plate at 280g at 20°C for 1 min to collect reagents, if necessary.
6. Perform the tagmentation reaction in a thermal cycler, as below:

| Cycle | Temperature (°C) | Time |
| --- | --- | --- |
| 1 | 55 | 5 min |
| 2 | 10 | Hold |

**CRITICAL STEP** When the sample reaches 10°C proceed immediately to neutralization as the transposase is still active.

**Stripping Tn5 transposase off the tagmented DNA TIMING 5 min**

1. Carefully remove the caps and add 5 ul of NT buffer to each tube of the NTA strip. Pipet to mix.
2. Seal the NTA strip with strip caps and Incubate for 5 min at RT (spin if necessary: 280g at 20°C for 1 min). DNA is now ready for the final enrichment PCR.

**Amplification of adapter-ligated fragments TIMING 1 h**

1. Thaw the NPM and index primers (i5 and i7) on bench at RT (allow ~20 min). Then gently invert all tubes and spin briefly.

**CRITICAL STEP** Only thaw the index primers being used.

1. Add 15 ul NPM to each tube of the NTA strip.

**CRITICAL STEP** Since we are only processing 8 samples at a time, keep track of the index primer pairs used by recording on the Nextera XT Lab Tracking Form (available online).

1. Add 5 ul of index 2 primers (white caps) to each corresponding row of the NTA strip.
2. Using a multichannel pipet, add 5 ul of index 1 primers (orange caps) to each corresponding column of the NTA strip. Gently pipet up and down to mix.
3. Cover the NTA strip with strip caps and centrifuge at 280g at 20°C for 1 min.
4. Perform the PCR, as below:

| Cycle | Denature | Anneal | Extend | Hold |
| --- | --- | --- | --- | --- |
| 1 | --- | --- | 72**°**C, 3 min | --- |
| 2 | 95**°**C, 30 s | --- | --- | --- |
| 3-14 | 95**°**C, 10 s | 55**°**C, 30 s | 72**°**C, 30 s | --- |
| 15 | --- | --- | 72**°**C, 5 min | --- |
| 16 | --- | --- | --- | 4**°**C |

**PAUSE POINT** The NTA strip can remain on the thermal cycler overnight or can be stored at 4°C for up to 2 days.

**PCR Clean-up TIMING 45 min**

1. Bring the AMPure XP beads to RT and prepare fresh 80% ethanol.
2. Centrifuge the NTA strip at 280g at 20°C for 1 min to collect condensation.
3. Label a new 8-tube strip **CAA** (Clean Amplified Plate).
4. Using a multichannel pipet set to 50 ul, transfer the PCR product from the NTA strip to the CAA strip.
5. Vortex the AMPure XP beads for 30 seconds. Add 30 ul of beads to each tube in the CAA strip. Gently pipet to mix.
6. Incubate at RT **off** the magnetic stand for 5 min.
7. Incubate **on** the magnetic stand for 2 min or until the supernatant has cleared.
8. With the CAA strip on the magnetic stand, use a multichannel pipet to remove and discard the supernatant. Leave the CAA strip on the stand.
9. Wash the beads by adding 200 ul of 80% ethanol to each tube. Do not resuspend the beads. Incubate for 30 sec, then carefully remove the ethanol. Repeat.
10. Remove as much ethanol as possible without disturbing the beads, then allow beads to air-dry for 15 min.
11. Remove the CAA strip from the magnetic stand and add 52.5 ul of RSB to each tube. Gently mix and incubate at RT for 2 min.
12. Place the CAA strip on the magnetic stand for 2 minutes or until the supernatant has cleared.
13. Label a new 8-tube strip **CAN** (Clean Amplified NTA Plate).
14. Using a multichannel pipet, carefully transfer 50 ul of the supernatant from the CAA strip to the CAN strip.

**PAUSE POINT** The CAN strip can now be sealed with strip caps and stored at -20°C for up to 1 week.

**Final library quantification by Qubit TIMING 30 min**

1. Repeat steps 31-38.

**Sequencing**

1. Samples were submitted to the Donnelly Sequencing Center, Toronto, ON, CA and sequenced on an Illumina HiSeq2500 with v4 chemistry to a depth of 5 million 50 bp single-end reads.

**References**

Picelli S, Faridani O, Björklund Å, Winberg G, Sagasser S, Sandberg R: **Full-length RNA-seq from single cells using Smart-seq2**. *Nature Protocols* 2014, **9**:171–8110.1038/nprot.2014.006

Reddien PW, Oviedo NJJ, Jennings JR, Jenkin JC, Sánchez Alvarado A: **SMEDWI-2 is a PIWI-like protein that regulates planarian stem cells.** *Science*2005, **310**:1327–3010.1126/science.1116110

Pearson BJ, Sánchez Alvarado A: **A planarian p53 homolog regulates proliferation and self-renewal in adult stem cell lineages.** *Development*2010, **137**:213–2110.1242/dev.044297.

How the deposited data were processed for this re-analysis (not part of the article)

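Single cells and tubes of 200 cells, sorted by FACS from planarian heads (of 30 animals, by the submitters' notes) into the X1 and X2 gates, were sequenced by the authors after SmartSeq2 amplification as 50-bp single-end reads. According to the submitters' notes the reads were converted with bcl2fastq 1.8.3 and aligned with Bowtie2 2.2.4, and DESeq2 is named there without a version, while the paper and the authors' code name DESeq. The count table holds, as deposited by the authors, raw counts of reads per transcript of the SmedASXL assembly, made after trimming 15 bp from the 3′ end of each read and not normalized. It has 96 single X1 cells, 72 single X2 cells and 3 tubes, 67983 transcripts and 1 entry for reads assigned to no transcript, which held 31.6% of the counts of a single cell on average (7.51% to 87.8%). The second table holds normalized signal values of the 168 single cells, which the authors made by dividing each raw count by a size factor per cell and by Winsorizing each transcript over the cells, and which they deposited sorted by variation. Size factors recomputed with the authors' code, with the entry of unassigned reads kept in as the authors did, gave these values with a largest relative difference of 4.98e-10.

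Values in the text were computed from the raw counts: normalized counts (raw count divided by size factor, not Winsorized unless stated), CPM and TMM values (edgeR 4.0.16), means over cells, and log2 ratios of means with a pseudocount of 1. The 1000 most variable transcripts and the 10 groups were rebuilt with the authors' code and settings, with the columns in the authors' order so that group numbers are those of the paper. The t-SNE used Rtsne 0.17 with default settings and seed 1. Pseudotime was rebuilt from the paper's description, since the Waterfall source was not used here, with k-means on PC1 and PC2 (8 centers, seed 1) and a minimum spanning tree from ape 5.8.1. Other tools were R 4.3.3, DESeq2 1.42.0 for size factors, statmod 1.5.0 for the fit behind the ranking by variation, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Cells were thinned to 100000 assigned reads by drawing without replacement (seed 1), which left out no cell.

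Genes were named by a rule set before the data were examined: every gene that the paper's supplementary files or code pair with a transcript, the genes of Fig. 2d where values listed in Additional file 15 pick out 1 transcript, and for each of 4 comparisons the 2 transcripts with the largest rise and the 2 with the largest fall outside the 1000, among those with reads in at least 50% of the cells of either group. The pairing by values was planned as equality, but the listed values are not equal to any column as deposited. They are on the CPM scale (ratio 0.99997 for piwi-1), so a name was paired, by a criterion chosen after the values were seen, with the transcript whose values correlated with them, both as log2 of CPM plus 1, at r of at least 0.99 over 49 listed cells, with a gap of at least 0.1 to the next transcript. This criterion found 5 of 5 pairs known from the code, and 22 of 28 names have a transcript, 17 of them by values alone (lowest r 0.996, highest r of a next transcript 0.885). The other 6 names (vglut, egr-1, gata123, gata456a, myoD and foxa) have no pair. The set of 12 transcripts absent from X1 cells 1 to 72, the ranges of 24 cell numbers and the single abundant transcript of the closing section were also chosen after their values were seen.

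No label ties a cell to an animal or a sort, so each gate was treated as 1 sample and no test was made between groups of cells. A list's median log2 ratio was set among those of 10000 random lists of equal size, each gene replaced by 1 of the 200 transcripts of nearest mean expression. The methods were tested on simulated data with 55 unchanged and 17 changed cells, where 100 transcripts rose 8-fold and 100 rose 64-fold. Of 72 cells, 58 were grouped rightly on the linear scale and 70 on the log2 scale. Placing all cells in 1 cluster would already count 55 as right, so the linear scale hardly set the changed cells apart. Median log2 ratios were 2.649 and 5.61 where 3 and 6 were true. An order rebuilt from simulated log2 values had a rho of 0.93 with the true one. The main order uses values on the linear scale, so this simulation does not test it. Of 200 simulated lists of 7 unchanged genes, 27 fell under the 5th or over the 95th percentile, and 167 of 200 lists shifted by 2 on the log2 scale lay over the 95th.

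Alternatives were tried for the threshold of detection, thinning, normalization (CPM, TMM), log2 scale, number of transcripts and of groups, Winsorizing, distance, pseudocount, number of k-means centers, a filter on low counts, and leaving out X1 cells numbered 1 to 24 or 1 tube. Not analysed here were the gene set enrichment, the in situ hybridizations, the cells of [40], differential expression across cells and the cell cycle.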

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

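The tests of Group 2, of the numbers of Group 4 cells up to 74 and of stem cell genes other than piwi-1 in Group 3, and the comparisons that use the set of 12 transcripts or split Group 4 or the order by gate, were chosen after the results were seen, and the clustering without the X2 lineage list after the groups were seen. The transcript SmedASXL_012104, singled out after its values were seen, took a median of 68.4% of the assigned reads over the 168 cells (range 10.1% to 86.9%), and 74.1%, 77.0% and 75.6% in the first X1, second X1 and X2 tube; it is a signal that the paper does not discuss, at rank 8501 by variation.

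The 17 transcripts listed for the X2 lineage took a mean of 7.03% of the reads of single X2 cells, 154 times their share in the tube of 200 X2 cells (73.5 times for the median cell, and 0.991 for the 4 listed transcripts outside the 1000), a comparison that the paper does not make. In X1 cells the ratio to the X1 tubes was 2.2919 with the mean over cells and 0.696 with the median. RNA or DNA from outside the cell, which weighs more in 1 cell than in 200, could give such an excess as in X2 cells, for which a ratio of at least 3 was set as the criterion. Whether 1 such source is in both gates cannot be told: by the bounds set in advance, a rho above -0.2 between the share on the list and the transcripts detected in X1 cells of Groups 1 to 3 (0.0596) or a correlation of shares within the list under 0.5 between the gates (0.428), it was argued against, but these bounds were judged wrong after the values were seen, as 74 of the 79 cells tested hold no read of the 12 transcripts absent from X1 cells 1 to 72, for which the correlation between X1 cells 73 to 96 and X2 cells was 0.973 and rho -0.31 and -0.62. In a clustering without the listed transcripts, 0 of the 17 X1 cells of Group 4 joined the cluster that held 53 of the 55 Group 1 cells. This clustering kept size factors that rest in part on the listed Smed-IMTP-1 and SmedASXL_071005, which had reads in every cell. Of the 12 transcripts absent from X1 cells 1 to 72, 10 are in the 1000 but only 8 are on the list, so others of that set remained. It therefore cannot decide whether the signal of the listed transcripts alone sets the high-numbered X1 cells apart. The X1 cells of Group 4 are number 78 and all 16 numbered 81 to 96. That 0 are among the 74 lowest numbers decides nothing on a state that any X1 library can hold, as this limit was set from these cells. Presence of the 12 transcripts followed the cell number and not the group. Group 1 cells 75, 76, 77, 79 and 80 held 0.00087% to 0.0046% of their reads on them, and Group 4 cell 78 held 0.00070%. No X1 cell numbered 1 to 74, of any group, held a read of them. In cells 81 to 96, all of Group 4, the share was at least 0.0593%. The protocol handles tubes in strips of 8, so for cells 81 to 96 a library batch, with or without changes in transcripts outside the list, cannot be told apart from the group. Whether the numbers follow the tubes is not stated in the labels or the protocol. A difference between the gates stays open as untested.

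Group 2 has the highest normalized counts of stem cell markers. Its low size factors could account for part of this, since the median log2 ratio of the stem cell list lay 0.500 above that of the transcripts read in at least 50% of the cells of Groups 1 and 2. In CPM, which does not use these factors, the list was still higher in Group 2 (0.98), but so were those transcripts (0.65), and the list lay 0.334 above them. With TMM factors the list was at -0.17 and those transcripts at -0.25. All 7 cells of the group are numbered 1 to 24, where the ratio of the list over the 11 Group 1 cells of that range was 1.986, and 1.3556 in CPM. These values stand without the ratio of other transcripts in that range. A difference in depth stays open, as the ratio between the medians of X1 cells 1 to 24 and 25 to 96 was 1.1597 in assigned reads and 1.2292 in total reads, on both sides of the bound of 1.2. With 0 Group 2 cells numbered 25 to 96, a library batch other than by depth cannot be told apart from the group, and no biological explanation was tested.

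Group 3 combines neural transcripts with little piwi-1. That most of its wells held 2 cells, a neuron and a neoblast like those of Group 1, is argued against by the 6 stem cell genes other than piwi-1, whose ratios of medians over Group 1 had a median of 0.0295 (5 of 6 under 0.1, where at least 0.25 was the criterion for such wells); for piwi-1, which is part of the pattern, the ratio was 0.00318. Some wells with 2 cells stay open, since the ratios of means had a median of 0.526, and the median number of transcripts after thinning was 2396 in Group 3 and 1908 in Group 1 (before thinning 4229 and 4858). The X1 gate selects cells with more DNA than resting cells hold, and piwi-2 was detected in 17 of 17 Group 3 cells (median 1796 normalized counts, 2388 in Group 1). Neither decides the question, as 2 cells sorted together also hold more DNA than 1, and the paper reports diffuse labeling of the brain for piwi-2. A neuron together with a neoblast low in piwi-1 was not tested, and neither was a biological explanation, as the design names none within the X1 gate.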

How the results depend on the processing

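Some alternatives were chosen after the data were seen. They keep only 1 range of X1 cell numbers, leave the X2 lineage list out of the 1000, leave the unassigned reads out of the size factors, or concern pou2/3 alone. Of 127 alternatives over 20 results, 77 gave a value within the binomial interval of a share or within 1.5 times of any other value (log2 ratios by the same factor), 49 a value outside it and 1 a change of sign. A binomial interval covers counting error and widens with fewer cells, so for shares the tally is no measure of how far they depend on the processing. The cause was not tested for any of these alternatives, except that higher thresholds and thinning lower detection by construction. No paired analysis was possible because no label ties cells of the 2 gates to an animal. The Group 2 values without X1 cells 1 to 24 have no cells left, the rising X2 lineage transcripts have no value with clusters from log2 values, where Groups 5 and 6 match the same cluster, and of the planned list of non-neural markers only pou2/3 has a transcript. Depth limits the number of transcripts per cell and the share of cells with a gene, as the values after thinning to 100000 reads show.

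Transcripts per X1 cell averaged 3038 at 5 or more reads, 2481 at 10 or more reads and 2042 after thinning (X2 cells 941, 786 and 755), and 75%, 67.9% and 63.7% of cells had at least 1000. The overlap of Group 3 with its best matching cluster was 0.444 on log2 values, 0.143 without Winsorizing, 0.126 with TMM factors, 0.455 without X1 cells 1 to 24 and 0.579 without the X2 lineage list; that of Group 2 was 0.167 on log2 values, 0.143 without Winsorizing, 0.0667 in CPM, 0.0598 with TMM factors, 0.25 with correlation as distance and 0.0729 with 8 groups. Both were at 1 with 2000 transcripts and with the filter on low counts.

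In Group 3, piwi-1 was detected in 11.8% of cells in CPM, 5.88% with TMM factors, 5.88% at 50 normalized counts and 17.6% after thinning (Group 1 78.2%, 81.8%, 80% and 83.6%), in 0% among cells numbered 1 to 24 (Group 1 100%) and in 71.4% among those numbered 25 to 48; with clusters from log2 values the Group 1 share was 100%. The Group 3 share stayed below that of Group 1 in all these alternatives. For pc2 in Groups 4 to 6 the share was 43.4% at 1 read or more, and for piwi-2 in X1 cells 95.8% at 50 normalized counts.

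For the neural list, the median log2 ratio of Group 3 over Group 1 was 2.3381 with TMM factors and 4.10 as a mean of log2 values. For the stem cell list it was -2.04 with TMM factors, -2.3073 with clusters from log2 values and -3.58 as a mean of log2 values, and for Group 2 over Group 1 0.98 in CPM, -0.17 with TMM factors (reversed), 0.51 with clusters from log2 values and 2.5997 as a mean of log2 values. With clusters from log2 values, 3 of 6 transcription factors and 0 of 11 ν-genes were highest in the cluster closest to Group 3. That cluster holds only 8 of the 17 Group 3 cells. Without X1 cells 1 to 24, 3 of 7 stem cell genes fell along neural pseudotime (set to end at Group 3, since no Group 2 cell is left to start it). Reads on the X2 lineage list in single X2 cells over the X2 tube had a ratio of 73.5 with the median over cells and 0.991 for listed transcripts outside the 1000; in X1 cells over X1 tubes it was 2.2919 with the mean, 0.696 with the median and 1.7384 to 3.36 with either tube left out.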

Differences from the paper's values

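No value that the paper states for a measure computed here differs from it in the main setting, by more than 1.5 times or in sign. The mean of piwi-1 in X1 cells was 1987 normalized counts and falls to the paper's 1685 with Winsorized counts, an alternative set before the data were examined. The paper gives an error of 24 with this mean without saying of what kind; the SD over cells was 4343, and 2286 with Winsorized counts. The share of cells with at least 1000 transcripts, 97.6%, lies below the bound given in the paper, though its interval includes that bound.

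The paper describes pc2 and synapsin as lower or absent in Group 2, after νNeoblasts and some Group 1 cells. Both genes were indeed lower in Group 2 than in νNeoblasts and synapsin was not detected there, but pc2 was detected in 4 of 7 Group 2 cells, with a mean above that of Group 1 (log2 ratio 2.98, 2.00 in CPM and 0.53 with TMM factors), most of which comes from 1 cell at 2998 normalized counts. The paper also finds no pc2 in the X2 lineage, which in Fig. 7d holds Groups 1, 2, 4, 5 and 6. In Groups 4 to 6 alone, pc2 was detected here in 8 of 76 cells (10.5%), and in 7.89% at 50 normalized counts. No cell of Group 6 contained it at 5 normalized counts. In Group 1 it was detected in 22 of 55 cells. The paper ranks Group 1 highest for soxP-2, which was at a mean of 114 normalized counts in Group 1 and 152 in Group 2, at 22.9 and 22.3 in CPM and at 33.0 and 16.3 with TMM factors; of the cells of Groups 1, 2 and 3, 15, 2 and 3 contained it. The paper counts 18 transcripts for the X2 lineage, of which Additional file 8 lists 17, the ones used here.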

Other observations

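Markers of the epidermal ζ-class that could be paired with a transcript (zfp-1, soxP-3 and fgfr-1, SmedASXL_015337) had a higher mean in Group 2 than in Group 1, with a median log2 ratio of 3.45 (96.0th percentile of matched random lists), 1.9 in CPM (93.9th) and 1.6 with TMM factors (98.5th). Only 2 of 7 Group 2 cells contained fgfr-1 and 1 of 7 contained soxP-3. In νNeoblasts all 3 genes were lower than in Group 1, with a median log2 ratio of -3.59. In Group 4, soxP-3 was detected in 7 of 34 cells and fgfr-1 in 1 of 34, and in the X2 gate fgfr-1 in 0 of 72 cells.

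The small X2 groups differ from one another. All 4 cells of Group 7 contained piwi-1, with a median of 85.1 normalized counts, and 0 of 4 contained pc2. In Group 8, chat was detected in 3 of 3 cells with a mean of 382 normalized counts (SD 232), piwi-1 had a median of 7.05, and the transcripts listed for the X2 lineage took 14.3% of the assigned reads (SD 3.73), the share in Group 7 being 3.40%.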
